# SOX2 is a dispensable modulator of NUT carcinoma oncogenesis in mice

**DOI:** 10.26508/lsa.202503447

**Published:** 2025-11-20

**Authors:** Chenxiang Luo, Dejin Zheng, Ahmed Elnegiry, Sheetal Bhatara, George I Mias, Mayra F Tsoi, Jiyang Yu, Bin Gu

## Abstract

NUT carcinoma (NC) is an aggressive malignancy driven by *BRD4::NUTM1* and other *NUTM1* fusion oncogenes. BRD4::NUTM1 aberrantly activates transcription factors (TFs) associated with basal progenitor cells of stratified epithelium, resulting in a poorly differentiated squamous cell carcinoma (SCC) phenotypes. Among these TFs, SOX2 has been proposed as a critical driver. However, its role in NC initiation and progression has not been investigated in vivo. Using a genetically engineered mouse model that faithfully recapitulates human NC, we performed lineage-specific conditional deletion of *Sox2* in both squamous and non-squamous tissues during NC oncogenesis. We found that SOX2 is dispensable for NC initiation and progression, and that tumors lacking SOX2 retain characteristic histological features and expression of key oncogenic drivers, including BRD4::NUTM1, MYC, and TP63. Bulk RNA sequencing revealed only modest transcriptional changes in SOX2-deficient tumors, primarily affecting metabolic and biosynthetic pathways, without disrupting core oncogenic programs. These findings challenge the assumption that SOX2 is universally required for NC oncogenesis and highlight the autonomy of BRD4::NUTM1 in establishing and maintaining the NC phenotype. Our results suggest that SOX2 is dispensable for NC and redirect therapeutic focus toward BRD4::NUTM1 and its chromatin remodeling dependencies.

## Abstract (precis)

This study shows that SOX2 is not required for NUT carcinoma initiation or maintenance in vivo, challenging its assumed oncogenic role and refining therapeutic target prioritization.

## Introduction

NUT carcinoma (NC) is an aggressive solid tumor driven by the *BRD4::NUTM1* and other *NUTM1* fusion genes (1, 2). Currently, no effective treatment is available for NC. A diagnosis of NC is associated with a near-universal fatal outcome (median overall survival (OS) is 6.5 mo) (3, 4). Though perceived as rare, NC is likely substantially underdiagnosed because of its ability to arise in diverse anatomical sites across the body and its presentation with a poorly differentiated, ambiguous histological phenotype (3, 5). More cases are being diagnosed and identified from retrospective cohorts with the advent of specific diagnostic techniques, including NUTM1 immunohistochemistry using specific antibodies, and unbiased genome and transcriptome sequencing. A recent estimation suggests about 1,400 new cases per year in the United States (6, 7), a figure that is expected to increase with growing diagnostic awareness and research efforts worldwide.

Mechanistic studies that dissect the gene regulatory network have provided critical insights into tumor initiation and progression, leading to the development of effective treatments for both common and rare tumors, and similar breakthroughs are anticipated for NC. For decades, investigation on NC biology relied on human NC patient–derived cell lines and their xenograft models, which have elucidated pivotal oncogenic pathways like the BRD4–NUT–p300 axis and enabled early therapeutic strategies, such as bromodomain and extra-terminal motif (BET) protein inhibitors (8, 9, 10, 11, 12). However, almost all cell lines are derived from advanced and often heavily treated tumors and removed from their native tissue environment, limiting their capacity to model the early tumorigenic events and natural evolution of NC. Recently, two concurrently published NC genetically engineered mouse models (GEMMs) have demonstrated that BRD4::NUTM1 is sufficient as a sole oncogenic driver to initiate aggressive tumors resembling human NC (hNC) (13, 14). One model employs a *Brd4::*hNUTM1 knock-in allele activated by the FLEx system and Sox2-CreERT2, resulting in widespread fusion expression and consistent tumor formation in the esophagus, including the gastroesophageal junction (13). The other is the NUT carcinoma translocator (NCT) model (MMRRC_071753-MU), developed by our group. Leveraging Cre-lox–mediated interchromosomal recombination, the NCT model induces a chromosome translocation t(2; 17) syntenic to the human t(15; 19) and generates a *Brd4::Nutm1* fusion gene (Fig 1A, reproduced from reference 14 under CC BY 4.0). Because of the inherent low efficiency of interchromosomal recombination, the resulting fusion mutation event is rare and at clonal frequency, uniquely recapitulating the sporadic, clonal origin of NC initiation in hNC, in contrast to the knock-in model in which all target cells uniformly express the fusion. Lineage-specific induction of this event yields highly aggressive tumors at ∼100% penetrance, faithfully phenocopying the diverse anatomical distribution, the poorly differentiated squamous cell carcinoma (SCC) phenotype, and molecular markers (p63, c-MYC, and SOX2) observed in human NC. Thus, these NC GEMMs offer an ideal and powerful platform that now enables new opportunities to investigate the mechanisms of NC initiation and progression.

**Figure 1.**
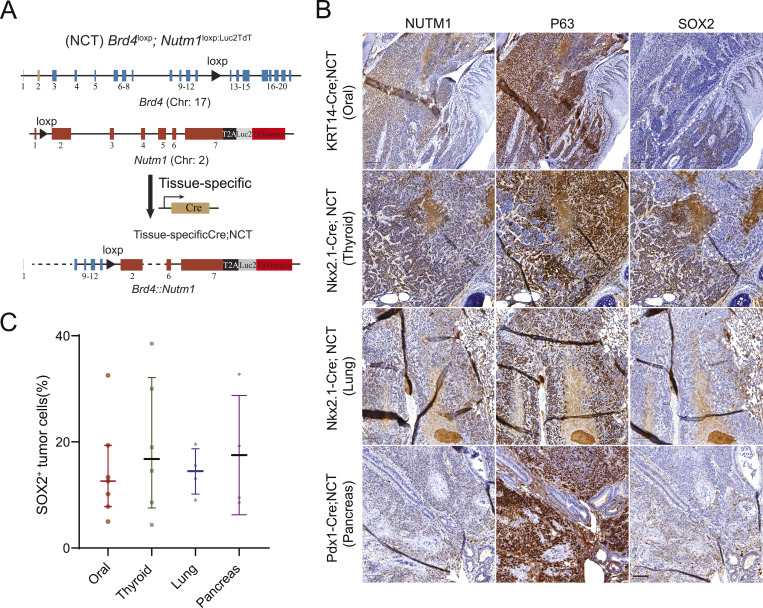
SOX2 is heterogeneously expressed in mouse and human NUT carcinoma (NC). **(A)** Schematic of lineage-specific NCT-based genetically engineered mouse models (GEMMs) used to generate NC tumors from the oral cavity (KRT14-Cre), thyroid and lung (Nkx2.1-Cre), and pancreas (Pdx1-Cre) (reproduced from reference 14 under CC BY 4.0). **(B)** Immunohistochemistry (IHC) for SOX2 in mouse NC tumors. White dashed lines demarcate the interface between SOX2^−^ and SOX2^+^ tumor regions, with SOX2^+^ cells often localized near adjacent morphologically normal tissue. **(B)** Scale bar: 100 μm. *Note: The SOX2 panel in* (B) *(first row) and the SOX2 image in* Fig 3A *(bottom right subpanel) were derived from the same whole-slide scan of the same tissue section, shown at different magnifications and regions of interest*. **(C)** Quantification of SOX2^+^ cells in tumors from different tissue origins. n = 7 (oral), 6 (thyroid), 4 (lung), 4 (pancreas). Bars represent the median with an interquartile range.

NUT carcinoma is primarily considered an epigenetically driven cancer in which the BRD4–NUT–p300 axis promotes widespread chromatin hyperacetylation and activates the expression of SOX2, MYC, TP63, and likely other transcription factors to drive NC tumorigenesis and SCC phenotype (7, 8, 9). Among these, SOX2 is a powerful TF critical for the self-renewal, regeneration, and differentiation control of stratified epithelial basal progenitor cells and other stem cell types, including embryonic stem cells and neural stem cells (15, 16). Furthermore, SOX2 has been shown to be required for the sustenance of the malignancy properties of human SCC cell lines in vitro, and the initiation and progression of SCCs from the skin and esophagus in vivo (15, 17, 18, 19). Indeed, SOX2 has been proposed as a potential stem cell marker of NC. In human NC cell lines, RNAi-based SOX2 knockdown induces cellular differentiation and impairs tumor sphere and colony formation, albeit with only moderate effects on proliferation (20). Moreover, the role of SOX2 in NC has also been implicated in the NC GEMM generated by Durall et al, in which mNC tumors arise from *Sox2*-expressing cells (13). However, hNCs can arise from not only tissues with a large number of SOX2-positive cells such as paranasal sinuses and oral mucosa (21, 22), but also tissues that generally lack any SOX2-positive cells, such as the distal lung tissues, thyroid glands, and pancreas (3, 23, 24). This pattern is recapitulated by the NCT-based mouse models (14). These findings raise fundamental questions about whether SOX2 acts as a universal driver or context-dependent marker in NC, and whether it is essential for tumor initiation and maintenance. To address this, we performed conditional *Sox2* knockout in multiple NCT model lineages and found that SOX2 is dispensable for the initiation and progression of NC, regardless of whether the tissue of origin normally expresses *Sox2*. Transcriptomic analysis revealed only modest changes, primarily affecting metabolic pathways, with no disruption of core oncogenic programs in SOX2-deficient tumors. Our findings challenge the assumed universal dependency on SOX2 in NC and suggest that cautions should be taken for pursuing SOX2-targeting agents as a monotherapy for NC.

## Results

### SOX2 is expressed in subpopulations of NC cells with high inter-tumor variability

SOX2 has been proposed as a downstream target activated by BRD4::NUTM1 in NC (8, 20). To assess its expression, we performed SOX2 immunohistochemistry on mouse NC (mNC) tumors derived from multiple tissue lineages using NCT models driven by different Cre lines (14). Serial neighboring sections were analyzed from mNCs originating in the oral cavity (KRT14-Cre; NCT model), thyroid (Nkx2.1-Cre; NCT model), lung (Nkx2.1-Cre; NCT model), and pancreas (Pdx1-Cre; NCT model), encompassing the major anatomical sites where human NC has been reported. Unlike other NC markers, such as BRD4::NUTM1 and p63, which are diffusely expressed across most tumor cells, SOX2 is restricted to discrete subpopulations, often located near the tumor margin adjacent to the morphologically normal tissue (Fig 1B). Furthermore, the frequency of SOX2-expressing cells within mNCs is highly variable, with no clear correlation with the tissues of origin (Fig 1C). SOX2 is not routinely assessed in clinical NC diagnosis and has been sparsely reported in literature. However, in limited studies where SOX2 was examined, it is highly expressed in most cases (4/5) in one study (20), but expressed only in subpopulations of NC cells in two others (20, 25, 26). To further investigate the relevance of this pattern in human NC, we interrogated the RNA-seq data of 12 human NC cell lines. These cell lines represent diverse patient demographics, including age range and tumor locations of human NC (27). High variability of *SOX2* expression was observed, with a median expression level of 18,489 transcripts and an interquartile range (IQR) of 14,742 (Fig S1). As a comparison, the expression of the *BRD4::NUTM1* fusion gene is consistent among the cell lines (median: 3,865; IQR: 1,964). These findings demonstrate that SOX2 is not universally expressed in NC cells within tumors and cell lines, implicating that it is not universally required for NC survival. However, it may instead play a role in NC initiation or define a small, functionally important stem-like subpopulation. To test these hypotheses, we conducted conditional *Sox2* knockout experiments to evaluate its role in NC development.

**Figure S1.**
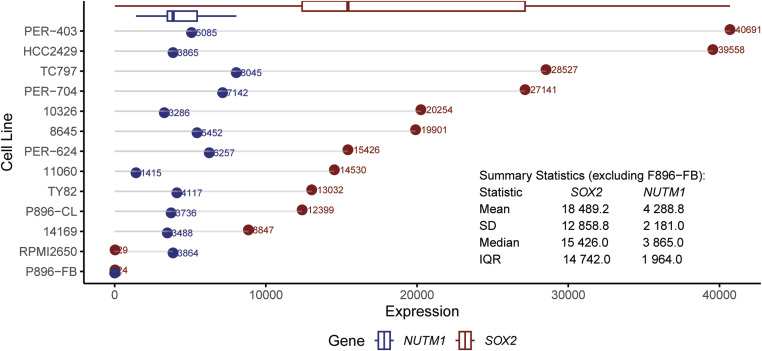
SOX2 mRNA expression across 12 human NC cell lines profiled by RNA-seq (27). Cell lines include one fibroblast control (P896-FB, NUTM1^−^ SOX2^−^), one BRD3::NUTM1 fusion (10,326), and 10 BRD4::NUTM1 fusions from thoracic (TC797, TY82, 8,645, HCC2429, PER-403, 11,060, PER-624), head and neck (PER-704, RPMI2650), and unknown sites (14,169).

### SOX2 is not required for mNC initiation and progression from Krt14-expressing tissues

The NCT mouse model induces low-frequency, sporadic Brd4::Nutm1 chromosomal translocations that drive NC formation via constitutively active Cre recombinase expressed in defined lineages. A tdTomato-Luc2 reporter knocked in downstream of the testis-specific *Nutm1* gene allows in vivo monitoring of tumor initiation and growth by bioluminescence imaging (14). To assess the functional requirement of SOX2 in mNC development, we introduced a floxed *Sox2* allele into this system, allowing Cre-mediated deletion of *Sox2* in the specific cell population from which mNC arises (Fig 2A).

**Figure 2.**
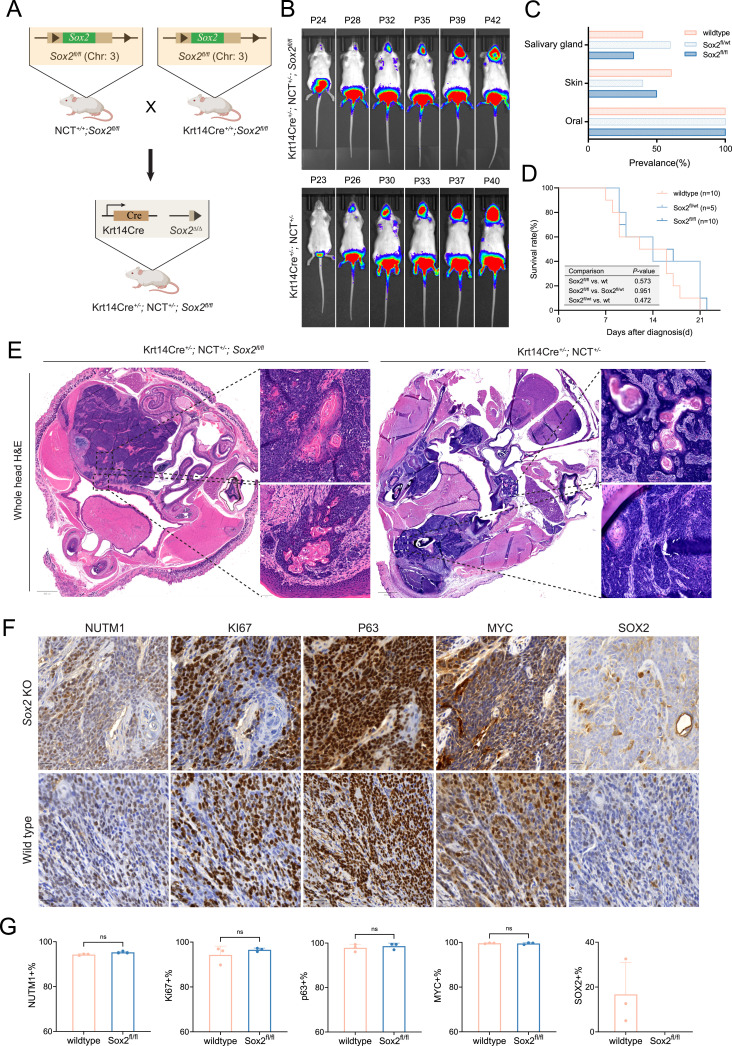
SOX2 is not required for NC initiation and progression in KRT14-expressing tissues. **(A)** Schematic of the NCT mouse model with Krt14-Cre–mediated conditional deletion of *Sox2* and activation of *Brd4::Nutm1* fusion in *Krt14*-expressing lineages (oral mucosa, skin, salivary glands). **(B)** Representative bioluminescence images of KRT14-Cre; NCT^+/−^;*Sox2*^fl/fl^ (*Sox2* KO) and KRT14-Cre; NCT^+/−^ (*Sox2* WT) mice. **(C)** Tumor distribution across anatomical sites in *Sox2* WT, heterozygous KO, and homozygous KO mice. **(D)** Kaplan–Meier survival curves for the three genotypes. *n* = number of independent mice per group (indicated on plot). A log-rank test was used; *P*-values are shown. **(E)** Representative H&E staining of *Sox2* KO and WT tumors, showing poorly differentiated squamous morphology with abrupt keratinization, consistent with NC (n = 3). Scale bar: 800 μm (overview); 50 μm (zoom-in). **(F)** Immunohistochemistry (IHC) for canonical NC markers (BRD4::NUTM1, p63, MYC), Ki-67, and SOX2 in *Sox2* KO and WT tumors (n = 3). Scale bar: 20 μm. **(G)** Quantification of marker-positive tumor cells in *Sox2* WT and KO tumors. Bars indicate the mean ± SD (n = 3). A two-sided unpaired *t* test was used. The significance level was indicated on the plot. *ns*, not significant.

Because *Sox2* deletion in respiratory epithelium causes perinatal lethality (28), we started with the KRT14-Cre–driven mNC model, which induces recombination in ectoderm-derived epithelial basal cells, mainly in oral mucosa, skin, and salivary glands (29). As shown in Fig 2B and C, similar to *Sox2*-WT controls (KRT14-Cre; NCT^+/−^), the KRT14-Cre; NCT^*+/−*^;*Sox2*^*fl/fl*^ mice develop tumors at 100% penetrance. Tumors primarily arose in the oral mucosa, with additional tumors in the skin or salivary glands in about half of the mice. Tumor growth kinetics were comparable between genotypes, with rapid progression leading to early mortality (Fig 2D). Histologically, *Sox2*-deficient mNCs resembled WT tumors, displaying features of poorly differentiated squamous cell carcinoma with abrupt keratinization, consistent with classic NC morphology (Fig 2E). IHC confirmed complete loss of SOX2 expression in knockout tumors, whereas other canonical NC markers including BRD4::NUTM1, p63, and MYC remained robustly expressed (Fig 2F and G). In addition, both genotypes showed similar high levels of Ki-67 expression, suggesting SOX2 loss did not impair tumor growth, consistent with the survival curve.

To rule out the possibility that *Sox2* was not effectively deleted in tumor cells (a potential concern in GEMMs where rare escapees may give rise to tumors), we examined whole-head sections by IHC. In control mice, nuclear SOX2 staining was present in oral tumors, adjacent oral mucosa, and nasal epithelium (Fig 3A). In *Sox2*-deficient mice, SOX2 staining was absent in both the oral tumors and the KRT14-Cre–targeted oral mucosa, confirming effective gene deletion. In contrast, robust SOX2 staining was retained in nasal epithelium where KRT14-Cre is inactive, demonstrating both successful conditional knockout and antibody specificity. Although IHC or IF cannot completely exclude the presence of a few NC cells retaining the *Sox2* allele, the genetic configuration of this GEMM strongly supports efficient deletion. In this model, the same Krt14-Cre event that induces the *Brd4::Nutm1* translocation simultaneously excises the *Sox2 fl* alleles, and the frequency of floxed excision far exceeds that of chromosomal translocation. Because Krt14-Cre remains active in NC cells, any residual floxed alleles would be deleted during tumor progression, making it highly improbable that a *Brd4::Nutm1*-positive tumor retains intact *Sox2*.

**Figure 3.**
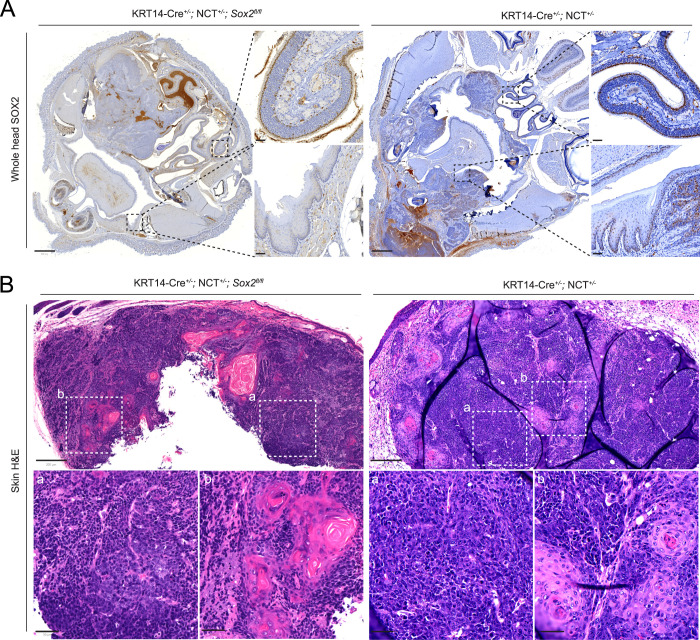
Effective *Sox2* deletion in target epithelia and SOX2-independent skin tumor formation. **(A)** IHC of whole-head sections showing SOX2 expression in oral mucosa, nasal epithelium, and oral tumors of *Sox2* WT and KO mice. **(A)** Scale bar: 800 μm (overview); 50 μm (zoom-in). *Note: The SOX2 image in* (A) *(bottom right subpanel) and the SOX2 panel in* Fig 1B *(first row) were derived from the same whole-slide scan of the same tissue section, shown at different magnifications and regions of interest*. **(A, B)** Representative H&E images of skin tumors from *Sox2* KO and WT mice revealing poorly differentiated squamous carcinoma (A) with abrupt keratinization (B). Scale bar: 200 μm (overview); 50 μm (zoom-in).

Importantly, SOX2^+^ progenitors are naturally present in oral mucosa and salivary glands, but not in the interfollicular epidermis, which lacks SOX2 expression (18, 30, 31). Despite this, approximately half of both *Sox2* WT and knockout mice developed mNCs in the skin, with tumors exhibiting indistinguishable histology, consistent with poorly differentiated squamous cell carcinoma with abrupt keratinization (Fig 3B). These findings reinforce that SOX2 is dispensable for mNC development not only in SOX2-expressing tissues but possibly also in tissues that do not express SOX2 under normal physiological conditions. However, monitoring skin tumor development in this model was challenging. As the KRT14-Cre; NCT system predominantly initiates tumors in the oral cavity, tumor burden on this site often impairs drinking, feeding, and breathing before skin tumors become externally detectable or measurable. This limitation hinders accurate assessment of tumor latency and penetrance in the skin compartment.

To overcome this, we next designed conditional *Sox2* knockout experiments in the pancreas that do not normally express SOX2, allowing us to test whether ectopic SOX2 activation is necessary for NC oncogenesis, without the confounding effects of early-onset oral tumors.

### Loss of *Sox2* does not impair mNC initiation or progression in *Sox2*-absent progenitors from the pancreas

SOX2 is a known regulator of progenitor cells in ectodermal and anterior foregut-derived tissues such as the oral mucosa, skin, salivary gland, and esophagus (30). However, SOX2 is neither expressed nor required during the development of posterior foregut-derived structures such as the pancreas and bile duct, which arise from Pdx1-expressing progenitors (29). To test whether SOX2 is required for *Brd4::Nutm1*-driven tumorigenesis in this context, we deleted *Sox2* in the Pdx1-Cre; NCT model. Despite arising from SOX2-negative progenitors, the Pdx1-Cre; NCT^*+/−*^;*Sox2*^*fl;fl*^ mice developed mNCs in the pancreas at 100% penetrance, comparable to the *Sox2* WT controls. The tumor growth kinetics (Fig 4A and B), survival curve (Fig 4C), and disease progression were also indistinguishable between genotypes. Notably, most mice reached humane endpoints within 3 wk of tumor detection by BLI, mirroring the rapid progression observed in the KRT14-Cre; NCT models, regardless of the *Sox2* status. Histologically, *Sox2*-deficient tumors in the pancreas exhibited classic features of poorly differentiated squamous cell carcinoma, similar to *Sox2* WT tumors (Fig 4D). IHC analysis of serial sections confirmed complete loss of SOX2 in knockout tumors, without affecting the expression of key NC markers including BRD4::NUTM1, p63, and MYC. The percentage of Ki-67–positive tumor cells was also comparable between groups, indicating that SOX2 loss does not impair proliferative capacity (Fig 4D and E). No apparent developmental growth or pancreatic/bile duct defects were observed in the Pdx1-Cre; NCT^*+/−*^;*Sox2*^*fl;fl*^ mice. Together, these data demonstrate that SOX2 is not required for NC initiation, maintenance, or progression in *Pdx1*-expressing *Sox2*-absent tissues, supporting a broader conclusion that SOX2 is dispensable for both hijacking and reprogramming mechanisms of BRD4::NUTM1-driven transformation—regardless of the tissue of origin or the SOX2 status of the cell of origin.

**Figure 4.**
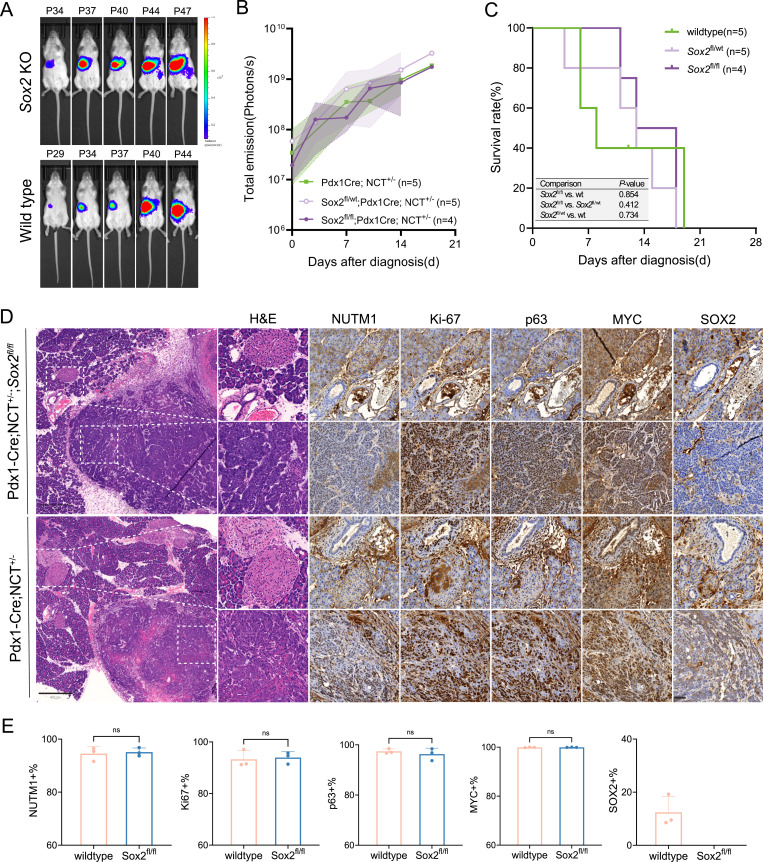
SOX2 is dispensable for NC initiation and progression in SOX2-negative lineages. **(A)** Representative bioluminescence images of Pdx1-Cre; NCT^+/−^;*Sox2*^fl/fl^ (*Sox2* KO) and Pdx1-Cre; NCT^+/−^ (*Sox2* WT) mice. **(B)** Quantification of bioluminescence signal (photons/s) over time. Lines represent mean values; shaded areas indicate the range. **(C)** Kaplan–Meier survival curves for *Sox2* WT, heterozygous KO, and homozygous KO mice. *n* = number of independent mice per group (indicated on plot). A log-rank test was used; *P*-values are shown. **(D)** Representative H&E staining and IHC for canonical NC markers (BRD4::NUTM1, p63, MYC), Ki-67, and SOX2 (n = 3). Scale bar: 800 μm (overview); 50 μm (zoom-in). **(E)** Quantification of marker-positive tumor cells in *Sox2* WT and KO tumors. Bars indicate the mean ± SD (n = 3). A two-sided unpaired *t* test was used. The significance level was indicated on the plot. *ns*, not significant.

### Transcriptomic profiling reveals minimal impact of *Sox2* loss on mNC gene expression programs

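RNA from 13 tumors was sequenced, 4 oral Sox2 WT, 2 oral Sox2 KO, 4 pancreatic Sox2 WT and 3 pancreatic Sox2 KO tumors, each as 1 library. The paper names KRT14-Cre as the oral driver, and the sample labels name it for the WT tumors but read KRT4Cre for the oral KO tumors. The authors depleted total RNA of ribosomal RNA, quantified the trimmed reads with Kallisto on the transcripts of GENCODE M23 and summed the estimated counts per gene with tximport. They deposited these estimated counts without normalization, and 27.3% of the values are not whole numbers. The table holds 56085 genes by Ensembl identifier, of which 55332 have values. Symbols, gene types and positions on GRCm38 came from GENCODE M21, which holds 55141 of the identifiers, because M23 was not at hand. The 944 identifiers it lacks held at most 0.0276% of the counts of a tumor.
Estimated counts totalled 29393925 to 40419965 in the oral WT tumors and 11735031 and 20431977 in the oral KO tumors. In the pancreatic WT tumors they totalled 40964171 to 46134532 (median 43647720) and in the pancreatic KO tumors 89562488 to 120482588 (median 109575767). Depth therefore parted KO from WT tumors in both tissues, in opposite directions. Protein-coding genes took 59.5% of the counts in oral KO replicate 1, 84.5% in oral KO replicate 2, and 85.1% to 91.7% in the other tumors. In oral KO replicate 1, the signal recognition particle RNA genes Rn7s1 and Rn7s2 took 16.6% of the counts and the genes that GENCODE types as TEC, loci predicted but not yet tested experimentally, took 5.42%, against 1.11% in oral KO replicate 2. By Xist and Ddx3y counts, each tissue and genotype held tumors from mice of both sexes.

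**Figure D1:**
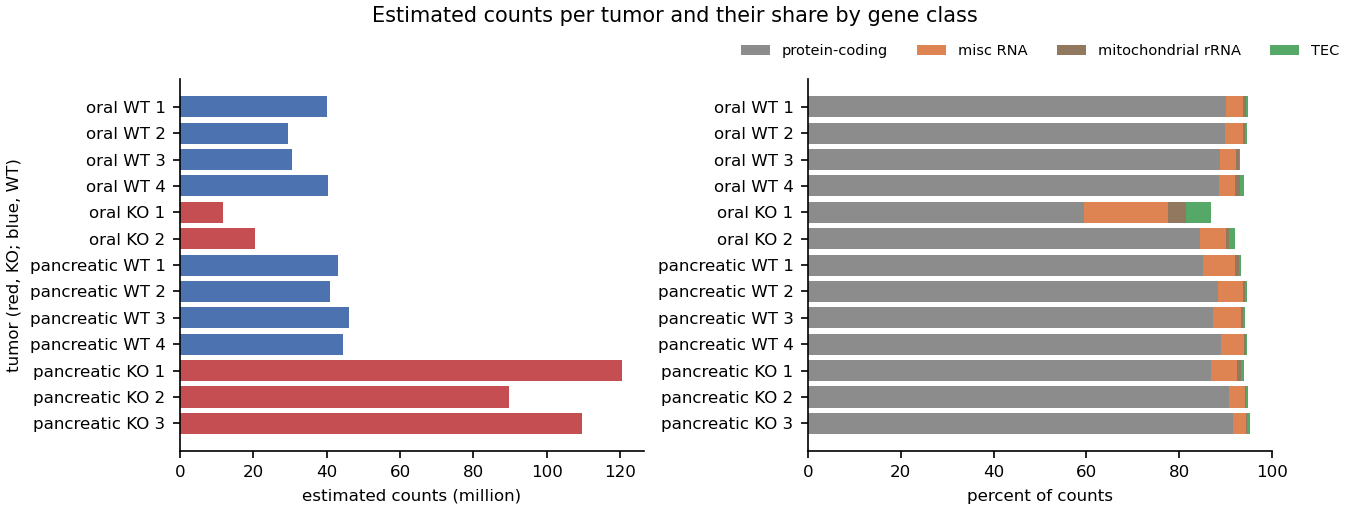
Estimated counts (left) and percent of counts by gene class (right) of each tumor, 1 bar per tumor, with KO tumors in red and WT tumors in blue on the left. The oral KO tumors lie below every oral WT tumor, the pancreatic KO tumors above every pancreatic WT tumor, and protein-coding genes fall to 59.5% in oral KO replicate 1.

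The estimated counts were rounded, genes with at least 10 counts in at least 2 tumors of the tissue were kept, and KO was compared with WT within each tissue by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment. A gene was called a DEG at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper. DESeq2 with apeglm shrinkage, which the paper used, was among the alternatives. In simulated counts at the depth of these tumors, 200 genes per tissue were changed by a log2 fold change of 2. They were drawn from genes with a WT mean above 2 CPM, so recovery of genes below that was not tested. Of these 200, edgeR recovered 100 in the oral design and 166 in the pancreatic design, with 9 and 11 false calls. DESeq2 recovered 155 and 190, with 43 and 54 false calls.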

To investigate whether *Sox2* loss alters the transcriptional landscape of NC, we performed bulk RNA sequencing on mNC tumors derived from the oral mucosa (KRT14-Cre) and pancreas (Pdx1-Cre) in both *Sox2* WT and *Sox2*-deficient backgrounds. Alignment of sequencing reads confirmed successful *Sox2* deletion in knockout tumors, as visualized in the IGV track (Fig 5A). 

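Sox2 (ENSMUSG00000074637) lies on the plus strand of chromosome 3 from 34650405 to 34652461 on GRCm38. It had 410 to 680 estimated counts in the oral WT tumors and 0 and 1 in the oral KO tumors, and 1111 to 1487 in the pancreatic WT tumors and 0 to 2 in the pancreatic KO tumors, so that every tumor's count matched its genotype label. In CPM, WT expression was 16.4 ± 4.93 (SD, n = 4) in oral and 30.8 ± 2.21 (SD, n = 4) in pancreatic tumors. The KO tumors were set to the limit of 3 counts, without TMM factors. Against it, Sox2 was 64.2-fold lower in oral and at least 919-fold lower in pancreatic KO tumors. The oral value overstates the bound, since the WT values carry TMM factors and that of oral KO replicate 1 is 0.757. The fitted log2 fold changes were -8.90 (standard error 0.75, adjusted p = 0.00479 from edgeR) and -11.50 (standard error 0.43, adjusted p = 2.36e-05). Standard errors of edgeR fits, here and below, were calculated back from the fold change and the F statistic of its quasi-likelihood test. For Sox2, DESeq2 without shrinkage gave larger ones, 1.36 in oral and 0.85 in pancreatic tumors. Thinning every oral library to the depth of the smallest moved the oral value to -8.20, and leaving out oral KO replicate 2, whose single count is the only one among the oral KO tumors, moved it to -11.98.
The long non-coding gene Sox2ot (ENSMUSG00000105265) spans Sox2 on the same strand, from 34104270 to 34682619. Its expression was 2.17 ± 0.198 CPM in pancreatic WT (SD, n = 4) and 21.8 ± 8.49 CPM in pancreatic KO tumors (SD, n = 3), a log2 fold change of 3.33 (standard error 0.29, adjusted p = 0.00343). In oral tumors it was 1.81 ± 1.86 CPM in WT (SD, n = 4) and 14.7 ± 14.5 CPM in KO tumors (SD, n = 2), and the log2 fold change of 3.00 (standard error 0.94, adjusted p = 0.0749) did not pass the threshold. Without oral WT replicate 4, the oral value was 4.04 (adjusted p = 0.0245) and passed it, without oral KO replicate 1 it was 1.2805 with no test, and in 1 fit of all 13 tumors the pancreatic value, 3.31, no longer did (adjusted p = 0.0712). Gene-level counts cannot place its reads relative to the deleted segment.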

Principal component analysis revealed that tumors primarily clustered by tissue of origin, rather than by *Sox2* status (Fig 5B), indicating that tissue-specific transcriptional profiles dominate over any effect of SOX2 loss. 

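Principal components were computed on log2 CPM of the 25836 genes with at least 10 counts in at least 2 of the 13 tumors. PC1 held 38.1% of the variance, PC2 18.5%, PC3 8.92% and PC4 7.29%. Oral tumors lay between -148.4 and -67.6 on PC1 and pancreatic tumors between 74.6 and 95.3. The oral KO tumors lay at -136.3 or lower on PC1 and at -108.3 or lower on PC2, while the oral WT tumors lay at -83.8 or higher on PC1 and at 35.6 or higher on PC2. Pancreatic KO and WT tumors overlapped on PC1 and PC2 and parted on PC3, at -74.8 to -48.1 in KO and 20.5 to 56.4 in WT tumors. Restricting the components to the 500 most variable genes moved the share of PC1 most, to 57.1%.
Tissue explained 36.9% of the variance (one-sided exact permutation test, p = 5.83e-04, the smallest the number of labelings allows). Genotype within tissue explained 25.2% (one-sided exact permutation test, p = 0.0019, the smallest that 525 labelings allow). Taken alone, genotype explained 45.3% of the variance among oral tumors, where 2 KO against 4 WT tumors allow no p below 0.0667 and gave that value in the exact permutation test. Among pancreatic tumors it explained 31.5%, with an exact permutation p of 0.0286, the smallest that 35 labelings allow.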

Consistent with this, differential expression analysis using *DESeq2* identified only a modest number of differentially expressed genes (DEGs) between *Sox2* knockout and WT tumors in each tissue (|log_2_FC| > 1, adjusted *P* < 0.05): 407 up-regulated and 832 down-regulated genes in oral tumors, and 106 up-regulated and 346 down-regulated genes in pancreatic tumors (Fig 5C and D). 

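In oral tumors, 22342 genes were tested, and 1968 were called up-regulated and 646 down-regulated in KO tumors. In pancreatic tumors, 24653 genes were tested, and 83 were called up-regulated and 72 down-regulated. At an adjusted p under 0.05 without the fold-change threshold, there were 3080 genes in oral and 174 in pancreatic tumors, and at an unadjusted p under 0.05 there were 7913 and 3916.
Of the 1968 genes up in oral KO tumors, 1480 were not protein-coding, among them 766 TEC genes and 194 lincRNA genes, whereas 565 of the 646 genes down were protein-coding. Of the 83 genes up in pancreatic KO tumors, 56 were processed pseudogenes and 14 protein-coding, and 66 of the 72 genes down were protein-coding. Of the genes up in pancreatic KO tumors, 74.7% shared at least 50.0% of their 31-base sequences with other genes, against 8.48% of all genes tested.
Fitting protein-coding genes alone, an alternative added after the counts were seen, moved the oral counts most, to 19 up and 8 down, and gave 3 up and 7 down in pancreatic tumors. DESeq2 with apeglm shrinkage called 2514 genes up and 1000 down in oral and 334 up and 556 down in pancreatic tumors. The oral counts also rested on single WT tumors, with 43 up and 27 down without WT replicate 1, 19 up and 17 down without WT replicate 2, 912 up and 302 down without WT replicate 3, and 1877 up and 739 down without WT replicate 4. No call could be made without either oral KO tumor, since 1 KO tumor then remained. In pancreatic tumors, leaving out 1 tumor gave 25 genes up (without WT replicate 3) to 100 up (without WT replicate 4) and 14 down (without KO replicate 2) to 169 down (without WT replicate 4).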

The labeled genes in the MA plots represent top-ranked examples by statistical significance and fold change, but they span diverse and largely unrelated categories without clear biological relevance to NC. This lack of a coherent or functionally convergent pattern further supports the conclusion that Sox2 loss does not reprogram the core oncogenic transcriptional program. 

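The paper labels genes in Fig 5C and D by their significance and fold change in these same tumors. Of the 20 genes labelled in Fig 5C, 19 were found by symbol. Of these, 18 were called DEGs, 9 up and 9 down. For 13 of the 19, every tumor of 1 genotype was at or below 3 counts, so that the size of the change is a lower bound, and 6 shared more than 50.0% of their 31-base sequences with other genes. Of the 20 genes labelled in Fig 5D, 19 were found and 11 were DEGs, 4 up and 7 down. Among these 19, 3 were at or below 3 counts in every tumor of 1 genotype, and 1 shared more than 50.0% of its sequences.
Crisp1 (ENSMUSG00000025431), on chromosome 17, was at 0 or 1 count in oral WT tumors and at least 77.3-fold higher in oral KO tumors, with a fitted log2 fold change of 9.50 (standard error 0.74, adjusted p = 0.00479), and it was at least 9.79-fold lower in pancreatic KO tumors. Krt4 (ENSMUSG00000059668), on chromosome 15, had a log2 fold change of -3.46 in pancreatic tumors (standard error 0.28, adjusted p = 0.00256) and of 2.08 in oral tumors (standard error 0.41, adjusted p = 0.0268). The difference between tissues was itself past the threshold for both, at -16.83 for Crisp1 (adjusted p = 1.52e-04) and -5.46 for Krt4 (adjusted p = 4.62e-04, edgeR interaction term). Mitochondrial mt-Nd3 rose by 4.25 in oral KO tumors (log2, standard error 0.29, adjusted p = 0.00471) and 98.1% of its 31-base sequences recur in other genes. The other genes up with the smallest adjusted p in oral tumors were Gm6166, Rnu12 and Gm42927, and the genes down were Gm3608, Tpm3-rs7, Hist1h2al, Gm13212 and Gm8203. Every one of these also shared at least 70.8% of its sequence with other genes, up to 100% in Gm8203, which lies wholly within the sequence of H2afz. In pancreatic tumors, Gm24447, Tpm3, Gm23238, Gm10653 and Gm13464 led the genes up, and Tpm3-rs7, Sox2, Krt4, Ifit1bl1 and Gm7887 the genes down.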

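Of 20 gene lists written by hand, several describe programs and cell types rather than metabolism. Their changes were summarised as the median log2 fold change of the members and tested with limma's camera (preset correlation 0.01), adjusted over 20 lists in both tissues. Camera called 1 list up and 11 down in oral tumors and 3 up and 5 down in pancreatic tumors, and none of these calls held under fry or with the correlation estimated from the data, where the smallest adjusted p values were 0.106 and 0.606.
The MYC-responsive genes had a median of -0.51 in oral tumors (adjusted p = 6.12e-05) and of 0.10 in pancreatic tumors (adjusted p = 0.255), where it was 0.17 and passed the threshold without KO replicate 2 (adjusted p = 0.00575). Without oral KO replicate 1 the oral median was -0.34. Proliferation genes had medians of -0.60 (adjusted p = 0.00423) and 0.01 (adjusted p = 0.728), and basal keratinocyte genes of -0.32 (adjusted p = 0.0963) and 0.13 (adjusted p = 0.563). The oral proliferation median was -0.30 without KO replicate 1, -0.36 without WT replicate 3 and -0.91 without KO replicate 2. With protein-coding genes fitted alone it was -0.40 and not past the threshold (adjusted p = 0.065). The pancreatic proliferation median ran from -0.12 without KO replicate 1 to 0.12 without KO replicate 2. The oral basal keratinocyte median was -0.15 without WT replicate 1, and it passed the threshold without WT replicate 2 (-0.36, adjusted p = 0.0324) and without WT replicate 3 (-0.42, adjusted p = 0.0316). In pancreatic tumors it was -0.05 without WT replicate 1. The 25 keratinocyte differentiation genes had a median of -2.23 in pancreatic tumors, where every one was lower in KO tumors (adjusted p = 1.58e-26), and of 0.45 in oral tumors (adjusted p = 0.287). The oral median was -1.09 without KO replicate 1, and without WT replicate 4 it was 1.34 and passed the threshold (adjusted p = 0.00175). Relative to the mean of the WT tumors, the median member of this list lay at -3.36, -1.67 and -1.45 in the pancreatic KO tumors and between -0.56 and 0.80 in the WT tumors.
Skeletal muscle genes had a median of 3.99 in oral tumors, where all 20 were higher in KO tumors (adjusted p = 2.07e-08), and of -0.31 in pancreatic tumors (adjusted p = 0.833). Without oral WT replicate 4 the oral median was 7.73, without KO replicate 1 it was 3.403, and without pancreatic WT replicate 3 the pancreatic one was 0.04. The muscle gene Ttn was at 2759 and 4688 CPM in the oral KO tumors, at 342.6 CPM in oral WT replicate 4 and at 2.46 CPM or less in the other oral WT tumors.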

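Over the 21524 genes tested in both tissues, 4 were called up in both, where 4.71 were expected from the separate counts (two-sided Fisher's exact test, p = 1.0), and 3 were called down in both, where 1.95 were expected (two-sided Fisher's exact test, p = 0.447). The p value for the genes down rested on the fit. The same exact test gave 0.00317 without oral WT replicate 1 and 0.00125 without oral WT replicate 2, each with 2 genes, 0.0128 without pancreatic WT replicate 3 and 0.0129 with sex as a covariate, each with 3, and 4.67e-06 with protein-coding genes alone, with 2, whereas it was 1.0 without oral WT replicate 4. DESeq2 without shrinkage gave 27 genes down in both (p = 0.0367 by the same exact test), fewer than its 1399 oral and 717 pancreatic genes down predict. With apeglm the p was 0.581. The main count of 3 includes Sox2 itself, and so does every other count of genes down given here. Since Sox2 was deleted by design in both tissues, 1 shared gene was fixed in advance. These p values therefore do not measure overlap beyond Sox2. The genes up were Nup210l, 5830417I10Rik, Gm37652 and Gm23238 and the genes down Sox2, Dhrs7 and Tpm3-rs7. Of these, 5830417I10Rik and Gm37652 are outside the genes fixed in advance and are named because of their values. Crisp1, Krt4, Ccdc184 and Gm48015 were up in oral and down in pancreatic tumors, and Gm10157 the reverse, the last 3 also named because of their values. With DESeq2 and apeglm, 24 genes were up and 19 down in both tissues. Without oral WT replicate 2, no gene was up in both, and without oral WT replicate 1 the count was 1.
The paper drew 17 genes in Fig 5E, Sox2 among them, as DEGs of both tissues in these same tumors, so their direction here is no independent test. Of the 17, 16 were found by symbol, and all 16 changed in the drawn direction in both tissues at an unadjusted p under 0.05. In oral tumors 12 of them passed the DEG threshold, in pancreatic tumors 5, and in both tissues 4, which became 14 under DESeq2 with apeglm. Nup210l (ENSMUSG00000027939), on chromosome 3 from 90104132 to 90212048, had log2 fold changes of 2.65 in oral (standard error 0.56, adjusted p = 0.0296) and 1.95 in pancreatic tumors (standard error 0.25, adjusted p = 0.0222). Its neighbor Tpm3 (ENSMUSG00000027940) lies just before it, from 90072649 to 90100902. Tpm3-rs7 (ENSMUSG00000058126), a gene on chromosome 14, shares 78.6% of its 31-base sequences with Tpm3. Against the limit of 3 counts it was 759-fold lower in oral KO tumors, a value that overstates the bound as for Sox2. In pancreatic KO tumors its log2 fold change was -8.29 (standard error 0.18, adjusted p = 6.60e-07). Tpm3 itself rose by 2.62 in pancreatic tumors (log2, standard error 0.11, adjusted p = 3.24e-05) and by 0.84 in oral tumors (adjusted p = 0.359).

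**Figure D2:**
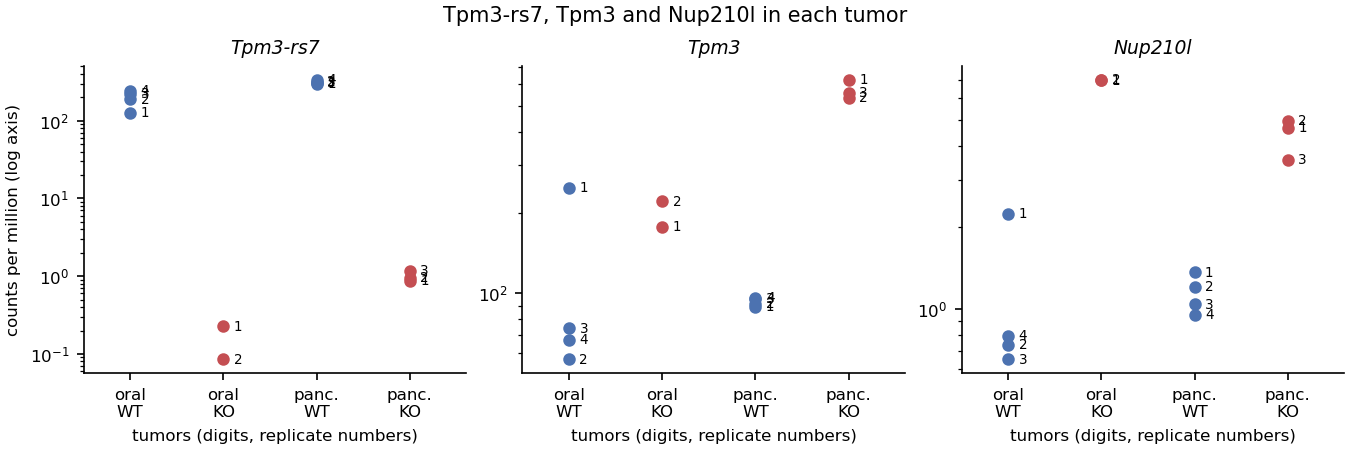
CPM, on log axes, of Tpm3-rs7, Tpm3 and Nup210l in each tumor, with replicate numbers beside the points and KO tumors in red. Tpm3-rs7 is at 0.23 CPM or less in oral KO tumors, and oral WT replicate 1, at 247 CPM of Tpm3 and 2.24 CPM of Nup210l, lies apart from the other oral WT tumors.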

Only a small subset of genes (4 up-regulated, 13 down-regulated) was shared between the two tissue types (Fig 5E). Sox2 appears among the shared down-regulated genes, which serves as an internal control confirming efficient gene deletion in both models, but does not reflect a biologically informative change. Importantly, canonical NC oncogenic drivers, including *Myc*, *Trp63*, and *Brd4::Nutm1*, remained robustly expressed and unaffected by SOX2 status (Fig 5F). 

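None of Myc, Trp63, Nutm1, Krt5 and Krt14 was called a DEG in either tissue when adjusted over all genes. Krt5 had a log2 fold change of -1.04 in oral tumors (adjusted p = 0.0537 from edgeR, and 0.0406 when adjusted over these 5 genes alone, which would pass) and of 0.22 in pancreatic tumors. Without a count filter, Krt5 was called down in oral tumors, at -1.13 (adjusted p = 0.0288), and over the alternatives its adjusted p ranged from 0.00223 to 0.222. The difference between tissues was 1.33 for Krt5 (adjusted p = 0.0234, edgeR interaction term).
Myc was at 171 ± 30.0 CPM in oral WT (SD, n = 4) and 120 ± 17.7 CPM in oral KO tumors (SD, n = 2), a log2 fold change of -0.51 (adjusted p = 0.151 from edgeR), and at 269 ± 38.1 and 302 ± 24.8 CPM in pancreatic WT and KO tumors (SD, n = 4 and 3), a log2 fold change of 0.17 (adjusted p = 0.599 from edgeR). Trp63 had log2 fold changes of -0.38 (adjusted p = 0.392) and -0.32 (adjusted p = 0.525), with 918 ± 134 CPM in oral WT and 767 ± 165 CPM in pancreatic WT tumors (SD, n = 4 each). Nutm1 was at 57.2 ± 8.02 CPM in oral WT and 58.3 ± 16.6 CPM in oral KO tumors (SD, n = 4 and 2), and at 55.7 ± 2.88 and 52.2 ± 5.83 CPM in pancreatic tumors (SD, n = 4 and 3), with log2 fold changes of 0.03 (adjusted p = 0.943 from edgeR) and -0.10 (adjusted p = 0.728 from edgeR). The oral sign of Nutm1 was negative under DESeq2's size factors, at -0.008.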

To evaluate whether other SOX family members, particularly those within the SOXB clade (*Sox1*, *Sox3*, *Sox14*, *Sox21*), were compensatorily up-regulated, we examined expression levels of all mouse *Sox* genes. No evidence of compensatory up-regulation was observed (Fig 5F). In addition to NC markers and Sox family genes, we assessed expression of candidate SOX2 partner factors, including *Pou5f1*, *Nanog*, *Klf4*, *Klf5*, *Tead1–4*, *Yap1*, and *Wwtr1*. None of these genes were differentially expressed between Sox2 WT and knockout tumors in either oral or pancreatic NC (Fig 5F). 

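The annotation holds 19 Sox genes besides Sox2. Of the 15 with enough counts to test in oral tumors, none was up, and 1 was down past the threshold, Sox4 (log2 fold change -1.53, adjusted p = 0.0371 over all genes and 0.0277 adjusted over the list alone). At an unadjusted p under 0.05 there were 2. Over the alternatives, the adjusted p of Sox4 ranged from 9.65e-04 to 0.158, and it was 0.0579 without oral WT replicate 1, 0.0802 without WT replicate 2 and 0.0711 without WT replicate 3. In pancreatic tumors 16 were tested and 0 passed the threshold, 3 had an unadjusted p under 0.05, and 1 was below 0.05 when adjusted over the list alone, Sox7 (log2 fold change -0.68, adjusted p = 0.0300, and 0.110 over all genes).
In the SOXB clade, Sox1 had log2 fold changes of -0.13 in oral and 1.85 in pancreatic tumors (adjusted p = 0.277), the latter from a mean of 0.0507 CPM in WT to 0.178 CPM in KO tumors. Sox21 had log2 fold changes of -1.73 (adjusted p = 0.317) and -0.94 (adjusted p = 0.393). Sox3 and Sox14 had too few counts to test in either tissue. The highest estimates among the other Sox genes in pancreatic tumors were those of Sox8, at 1.53 (adjusted p = 0.338), and Sox11, at 0.99 (adjusted p = 0.491). Without pancreatic WT replicate 4, whose Sox11 expression of 43.2 CPM lay far above that of the other WT tumors, Sox11 was up past the threshold, with a log2 fold change of 1.94 (adjusted p = 0.0196). Over the other alternatives and tumors left out, no Sox gene besides Sox2 was up past the threshold, except Sox11 with tumor number as a block (log2 fold change 1.9, adjusted p = 0.0193).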

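Of the 10 candidate partners, 9 had enough counts to test in oral tumors, all but Pou5f1, and 10 in pancreatic tumors. Tead2 (ENSMUSG00000030796), on chromosome 7 from 45215753 to 45233644, was down in oral KO tumors past the threshold, from 27.6 ± 3.26 CPM (SD, n = 4) to 12.2 ± 0.305 CPM (SD, n = 2), a log2 fold change of -1.18 (standard error 0.22, adjusted p = 0.0242 over all genes and 0.00791 adjusted over the list alone). Its adjusted p ranged from 1.28e-04 to 0.158 over the alternatives, and it was 0.0617 without oral WT replicate 1 and 0.071 without WT replicate 2. The difference of the Tead2 effect between tissues was 1.72 (adjusted p = 0.073, edgeR interaction term) and did not pass the threshold. No other partner passed in oral tumors, where 2 had an unadjusted p under 0.05. In pancreatic tumors 0 passed, over all genes or when adjusted over the list alone, and 1 had an unadjusted p under 0.05. The log2 fold changes of the 10 ran from -0.74 to 0.94 there.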

To further explore whether *Sox2* loss subtly reprograms the transcriptome, we performed gene set enrichment analysis (GSEA) using the full ranked gene list (based on shrunken log_2_ fold changes). 

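The 1457 mouse Reactome pathways distributed with fgsea stood in for the gene sets of the paper, since its gene ontology sets were not at hand. Pathways of 15 to 500 genes were tested on genes ranked by shrunken log2 fold change. In oral tumors, 4 of 721 pathways were up and 221 down at an adjusted p under 0.05. In pancreatic tumors, 15 of 724 were up and 9 down. No pathway was up in both tissues and 3 were down in both. Ranking by the DESeq2 Wald statistic moved the pancreatic counts most, to 53 up and 76 down. Leaving out 1 tumor gave 5 to 12 up and at most 252 down in oral tumors (fewest without WT replicate 3), and 6 to 28 up and 4 to 16 down in pancreatic tumors. The oral count of pathways up was highest without WT replicate 4, at 12. The pancreatic count of pathways up was lowest without KO replicate 2, at 6, and highest without WT replicate 4, at 28, and the count down was lowest without WT replicate 3 and without KO replicate 3, at 4, and highest without KO replicate 1, at 16.
The strongest fall in oral tumors was that of eukaryotic translation elongation (normalized enrichment score, NES, -2.62, adjusted p = 3.28e-09), and the strongest rise that of the olfactory signaling pathway (NES 3.50, adjusted p = 3.28e-09). In pancreatic tumors, interferon signaling fell most (NES -1.96, adjusted p = 2.02e-04) and collagen biosynthesis rose most (NES 2.40, adjusted p = 8.78e-06).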

Across both tissues, only a limited number of gene sets were significantly down-regulated in the Sox2-deficient tumors. Notably, the commonly suppressed pathways included oxidative phosphorylation, proton motive force–driven mitochondrial ATP synthesis, cellular respiration, aerobic respiration, and purine nucleoside/ribonucleoside triphosphate biosynthesis, suggesting a modest reduction in metabolic and biosynthetic activity (Fig 5G).

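Respiratory electron transport was down in both tissues, with a NES of -2.15 in oral (adjusted p = 8.58e-06) and -1.78 in pancreatic tumors (adjusted p = 0.0383). Respiratory electron transport with ATP synthesis (NES -2.12 and -1.73) and the metabolism of lipids and lipoproteins (NES -1.38 and -1.59) were the others. Without KO replicate 2, the pancreatic NES of respiratory electron transport was -1.36, and it lost the threshold in 5 of the 7 fits that left out 1 pancreatic tumor. Ranked by the DESeq2 Wald statistic, it was -2.41 (adjusted p = 1.28e-08). Purine metabolism had NES of 0.77 in oral (adjusted p = 0.883) and 0.85 in pancreatic tumors (adjusted p = 0.993).
Among the lists written by hand, the 62 nuclear-encoded respiratory chain genes had a median log2 fold change of -0.87 in oral tumors, with 61 lower in KO (camera, adjusted p = 1.42e-15), and of -0.22 in pancreatic tumors, with 54 lower (adjusted p = 3.21e-06). The pancreatic median was -0.14 without KO replicate 2 and -0.31 without KO replicate 1. Nuclear-encoded ATP synthase genes had medians of -0.82 (adjusted p = 7.39e-06) and -0.21 (adjusted p = 0.0073), the latter not past the threshold without pancreatic KO replicate 2 (-0.13) or WT replicate 4 (-0.21). The tricarboxylic acid cycle had medians of -0.69 (adjusted p = 5.80e-07) and 0.03 (adjusted p = 0.773), and purine nucleotide biosynthesis of -0.64 (adjusted p = 5.94e-05) and 0.04 (adjusted p = 0.604), and without pancreatic WT replicate 1 both pancreatic medians turned, to -0.04 and -0.05. The mitochondrially encoded mRNAs had medians of 0.24 (adjusted p = 0.0963) and -0.52 (adjusted p = 0.00276). The pancreatic one was no longer past the threshold without WT replicate 1 (-0.22, adjusted p = 0.0539) or KO replicate 3 (-0.32, adjusted p = 0.0746). Under fgsea it was not called either (NES -1.53, adjusted p = 0.0647). The oral one was 0.12 without KO replicate 2 and 0.49 without KO replicate 1. With protein-coding genes fitted alone it was called up by camera (0.43, adjusted p = 3.05e-04). Other lists fell in oral tumors too, cytosolic ribosomal proteins by a median of -0.89, proteasome subunits of -0.79 and mitochondrial ribosomal proteins of -0.73. In pancreatic tumors their medians were -0.36, -0.01 and -0.06. The last passed the threshold without KO replicate 1 (-0.13, adjusted p = 0.0102) and was 0.04 without KO replicate 2, and the proteasome median was 0.04 without WT replicate 4. The fall of the respiratory chain genes differed between tissues by 0.67 (adjusted p = 2.68e-11 by camera, 0.0145 by fry). All protein-coding genes tested had a median of -0.21 in oral and 0.02 in pancreatic tumors, and fitting protein-coding genes alone raised the oral estimates by 0.19.

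**Figure D3:**
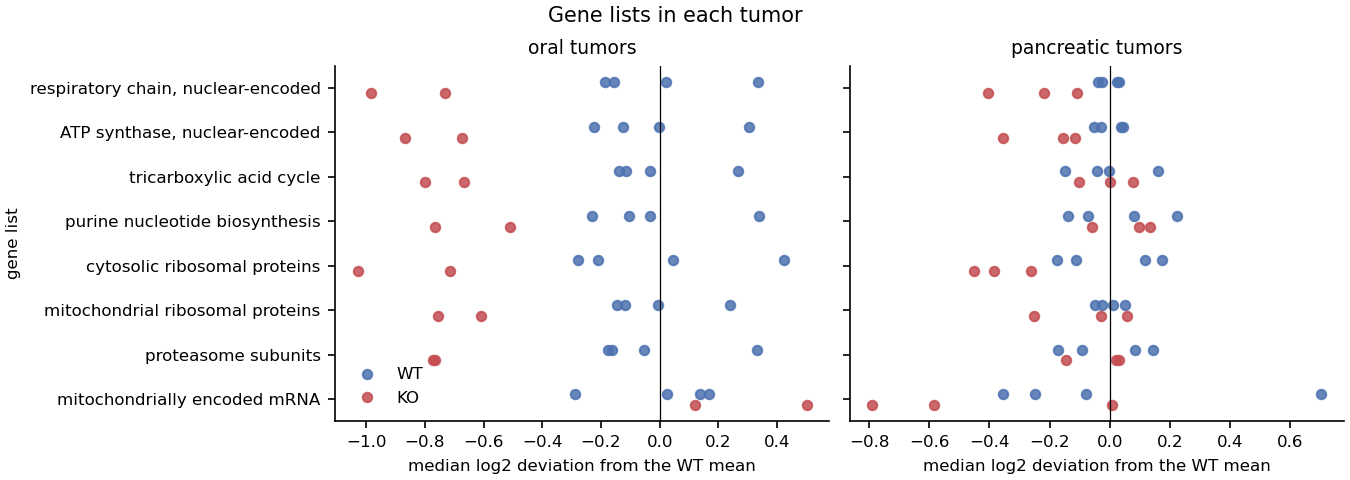
Median log2 deviation of the respiratory chain, ATP synthase, tricarboxylic acid cycle, purine nucleotide biosynthesis, cytosolic ribosomal protein, mitochondrial ribosomal protein, proteasome and mitochondrially encoded mRNA lists from the mean of the WT tumors of the tissue, 1 point per tumor, KO in red and WT in blue. In oral tumors the 2 KO points lie below the WT points for each of these lists except mitochondrially encoded mRNA, and in pancreatic tumors the 3 KO points lie below the WT points for the respiratory chain, ATP synthase and cytosolic ribosomal protein lists.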

**Figure 5.**
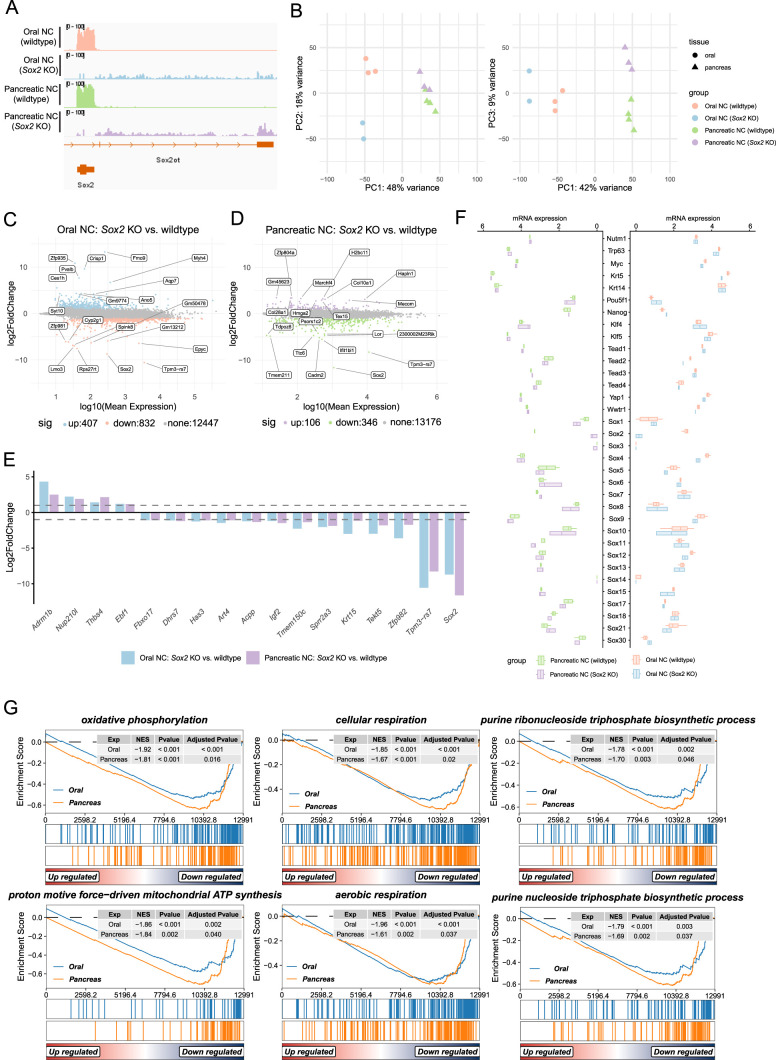
Transcriptomic profiling reveals minimal impact of *Sox2* loss on mNC gene expression programs. **(A)** Integrative Genomics Viewer (IGV) tracks showing RNA-seq read coverage over the *Sox2* locus in *Sox2* WT and KO tumors from oral and pancreas. **(B)** Principal component analysis of *Sox2* WT and KO tumors from oral and pancreas. n = 4 (oral WT), 2 (oral KO), 4 (pancreatic WT), 3 (pancreatic KO). **(C, D)** MA plots displaying differentially expressed genes (DEGs) in *Sox2* KO versus WT tumors from oral mucosa (C) and pancreas (D). DEGs were defined as |log_2_FC| > 1, adjusted *P* < 0.05. **(E)** Grouped bar graph showing log_2_ fold changes of DEGs overlapping between oral and pancreatic tumors. **(F)** Bar plots showing expression levels (log_10_(normalized count + 1), normalized using the DESeq2 mean-of-ratios method) of *Brd4::Nutm1*, *Trp63*, *Myc*, candidate *Sox2* partners, and *Sox* family genes in *Sox2* WT and KO tumors. **(G)** Gene set enrichment analysis of *Sox2* KO versus WT tumors from oral and pancreatic tissues.

Together, these findings indicate that SOX2 loss does not lead to major transcriptional rewiring in *Brd4::Nutm1*-driven tumors. 

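The effect of Sox2 loss was compared between tissues in 1 fit of all 13 tumors. The interaction of tissue and genotype passed the threshold for 3168 of 25836 genes, from 1510 without pancreatic KO replicate 3 to 4162 without pancreatic WT replicate 4, and for 791 when protein-coding genes were fitted alone. In simulated counts, 191 of 399 genes built to differ between tissues were recovered, with 14 false calls.
The paper draws on the clustering by tissue, the numbers of DEGs per tissue and the few genes shared between tissues. It also draws on the expression of Myc and Trp63, the absence of up-regulated Sox genes, unchanged partner factors and the few gene sets down. From these it infers that SOX2 loss leaves the transcriptional program of these tumors without major rewiring.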

Aside from a mild impact on mitochondrial and biosynthetic gene expression, the core oncogenic transcriptional program remains intact, reinforcing the conclusion that SOX2 is dispensable for NC maintenance at both the molecular and phenotypic levels.

## Discussion

NUT carcinoma (NC) is an aggressive and poorly differentiated squamous cell cancer driven by *BRD4::NUTM1* and other *NUTM1* fusion oncogenes. Despite their diverse anatomical presentation, NCs consistently exhibit a squamous cell phenotype characterized by basal cell marker expression and high proliferative capacity (3, 5, 7). This phenotypic uniformity across tissues suggests that BRD4::NUTM1 may either hijack existing squamous cell programs or actively reprogram diverse progenitor cells toward a shared oncogenic state. Among potential cooperating factors, SOX2 has been proposed as a critical contributor to NC biology, as a master regulator of stemness and squamous fate.

SOX2 has been implicated in the pathogenesis of various cancers, often reflecting the biology of the cell of origin. In tumors arising from SOX2^+^ epithelial progenitor populations, such as those in the upper aerodigestive tract, SOX2 is frequently amplified (in the 3q chromosomal region) or overexpressed and contributes to maintaining the proliferative, undifferentiated SCC state (32, 33, 34, 35, 36). In these contexts, SOX2 often functions as a lineage-survival oncogene, reinforcing the developmental identity of the tissue and cooperating with other oncogenic signals such as TP63 and PI3K pathway activation, and is often insufficient alone to drive transformation (36, 37, 38, 39). In skin SCC specifically, SOX2 is not expressed in the interfollicular epidermis under homeostatic conditions, but marks tumor-initiating cells in mouse models of skin SCC and is required for maintaining their self-renewal and tumorigenic capacity (18). In contrast, tumors that arise from SOX2-negative lineages ectopically activate SOX2 during tumor progression, particularly in association with squamous transdifferentiation, but its functional contribution in these contexts appears variable or non-essential (40, 41, 42, 43, 44, 45, 46, 47). In parallel to carcinoma, SOX2 is a critical oncogene for neural progenitor cell–derived cancers, such as glioblastoma and medulloblastoma, where it sustains cancer stem cells (48, 49). These observations highlight the importance of developmental context in interpreting SOX2 function in cancer and suggest that its contribution to tumorigenesis may be tightly linked to its physiological role in tissue-specific progenitor populations and conditioned to specific oncogenic mechanism.

In line with this variability, Stirnweiss et al compared drug response profiles and genetic features of 12 NC cell lines and identified BETi-sensitive and BETi-insensitive subgroups (27). Notably, SOX2 was not among the DEGs distinguishing these groups, suggesting it is not a key determinant of therapy response. Together with the high variability of SOX2 expression observed in these 12 NC cell lines (Fig S1), these findings support the conclusion that SOX2 is not universally required for NC maintenance or therapy sensitivity.

Here, we use multiple lineage-specific GEMMs and transcriptomic analyses to demonstrate that SOX2 is dispensable for BRD4::NUTM1-driven NC initiation, maintenance, and progression, regardless of tissue of origin. In SOX2-expressing tissues such as the oral mucosa and salivary glands, deletion of *Sox2* in KRT14-Cre–driven models did not impair tumor formation, growth kinetics, or histological identity. Tumors retained canonical NC features, including the expression of BRD4::NUTM1, P63, and MYC, and showed no reduction in proliferation. Importantly, the ability of BRD4::NUTM1 to drive NC from SOX2-negative lineages, such as skin and pancreas, was unaffected by the absence of SOX2, indicating that even when BRD4::NUTM1 may rely on a reprogramming mechanism (rather than hijacking preexisting SOX2-driven circuits), SOX2 is not required. Bulk RNA-seq further supported these findings by showing minimal transcriptomic differences between *Sox2* WT and knockout tumors. Principal component analysis revealed clustering primarily by tissue type rather than genotype, and differential gene expression analysis identified only modest changes, with very few shared DEGs across tissues. Importantly, the expression of other SOX family members did not increase, ruling out compensatory redundancy. GSEA revealed slight down-regulation of oxidative phosphorylation and purine metabolism pathways in Sox2-deficient tumors, suggesting a mild reduction in biosynthetic and mitochondrial activity.

Collectively, these findings challenge the assumption that SOX2 is a universal driver or necessary cofactor in NC oncogenesis. Although SOX2 is expressed in subpopulations of both human and mouse NC cells, its presence appears essential neither for tumor initiation nor for maintaining oncogenic transcriptional programs once NC is established. This distinction is particularly important given prior reports linking SOX2 to pluripotency, squamous lineage fidelity, and tumor-initiating potential. Our data suggest that in the context of BRD4::NUTM1 fusion, SOX2 is neither a gatekeeper nor a central node in the core transcriptional circuitry of NC.

From a clinical perspective, these results carry implications for therapeutic targeting. Although SOX2 is a biomarker of interest in various squamous cell cancers and has been proposed as a valuable therapeutic target (15, 50), our study suggests that SOX2-directed therapies are unlikely to be effective in NC, especially as monotherapy. Instead, efforts should focus on directly targeting the fusion oncoprotein or downstream transcriptional and chromatin remodeling dependencies.

In conclusion, our findings demonstrate that SOX2 is not required for BRD4::NUTM1-mediated NC, regardless of the tissue lineage or the developmental context of the cell of origin, at least in mouse models. This underscores the remarkable autonomy of the BRD4::NUTM1 fusion in establishing and maintaining the NC phenotype, challenging prior assumptions about the universal role of SOX2 in NC oncogenesis. Moving forward, it will be critical to identify the core transcriptional and chromatin remodeling dependencies that sustain NC across contexts, and to investigate whether rare SOX2-positive subpopulations contribute to tumor heterogeneity, therapeutic resistance, or recurrence. Finally, we acknowledge several limitations of this study. Our conclusions are based on in vivo mouse models, and species-specific differences in SOX2 function may exist. Although human NC cell studies have shown that SOX2 knockdown reduces colony and tumorsphere formation but has limited effects on proliferation [20], our results indicate that SOX2 is dispensable for tumor initiation and maintenance in mice. In addition, although we examined candidate SOX2 partner genes and found no changes upon *Sox2* loss, expression data alone cannot confirm functional interactions. Future studies using human-based models and direct assays of SOX2 partner binding will be important to define potential context-dependent roles. Taken together, our results underscore the autonomy of BRD4::NUTM1 in sustaining the NC phenotype and sharpen the focus on BRD4::NUTM1-directed therapeutic strategies.

## Materials and Methods

### Ethical statement

All animal work was carried out under PROTO 202300127, approved by the Michigan State University (MSU) Campus Animal Resources (CAR) and Institutional Animal Care and Use Committee (IACUC) in AAALAC-credited facilities.

### Mouse lines and breedings

The NUT carcinoma translocator (NCT) model (MMRRC_071753-MU) was generated as previously described (14). Lineage-specific Cre driver lines were used to induce the *Brd4::Nutm1*-forming t(2; 17) chromosome translocation in defined tissues: KRT14-Cre (JAX 018964) for oral mucosa, skin, and salivary gland (29), Nkx2.1-Cre (JAX 008661) for lung and thyroid NC (51), and Pdx1-Cre (JAX 014647) for pancreatic NC (52). To generate experimental cohorts, NCT mice were crossed with these Cre lines to produce offspring harboring both the *Brd4-loxp and Nutm1-loxp* alleles and the appropriate Cre transgene. For conditional deletion of *Sox2*, *Sox2*^fl/fl^ mice (JAX 013093) were used (53). *Sox2*^fl/fl^ mice were first crossed with NCT mice to generate NCT^+/+^; *Sox2*^fl/fl^ animals. In parallel, *Sox2*^fl/fl^ mice were bred with lineage-specific Cre drivers (KRT14-Cre or Pdx1-Cre) to generate homozygous Cre^+^; *Sox2*^fl/fl^ mice. These two homozygous lines were then intercrossed to produce offspring carrying the *Brd4::Nutm1* allele, lineage-specific Cre, and biallelic *Sox2* floxed alleles, enabling complete deletion of *Sox2* in the target tissue. Genotyping was performed on ear or tail biopsies using PCR with primers specific for the *Brd4::Nutm1* fusion allele, Cre transgenes, and floxed *Sox2* alleles according to standard protocols. Primer sequences are listed in Table S1.

Table S1. Primer sequences.

### In vivo bioluminescence imaging

Mice were injected with D-luciferin sodium solution intraperitoneally (150 mg per kilogram body weight, 15 mg/ml in PBS, GoldBio) 15–20 min before imaging. Bioluminescent images were acquired in both dorsal and ventral positions using the IVIS Spectrum In Vivo Imaging System (PerkinElmer) under isoflurane anesthesia. The total flux (photons/second) within the regions of interest was quantified using Living Image software (PerkinElmer). The mean of the total flux from both dorsal and ventral images was calculated for each mouse and used for generating tumor growth curves.

### Tissue preparation and immunohistochemistry

Tissue samples were harvested and fixed in 4% PFA at 4°C for 24 h. Mouse heads were decalcified in 10% EDTA at 4°C for 12–14 d, with the solution replaced every 2 d. Paraffin-embedded tissues were sectioned at 5 μm in serial and stained with hematoxylin–eosin (H&E) or subjected to immunohistochemistry (IHC) using standard procedures. The following primary antibodies were used for IHC analysis: NUTM1 (1:100, HA721690; Huabio), Ki-67 (1: 800, 12202; Cell Signaling Technology), c-MYC (1:500, 10828-1-AP; Proteintech), SOX2 (1:1,000, AF2018; R&D Systems), p63 (1:1,000, ab124762; Abcam). Histopathological evaluation was performed by a board-certified veterinary pathologist (MFT).

### Histological quantification

Whole-slide scans were generated using the Zeiss Axioscan 7 or the Aperio VERSA Slide Scanner at 20x. Quantitative analysis of immunoreactivity was conducted using the open-source QuPath software (v0.5.1) (54). For each marker, the “Positive Cell Detection” tool was applied to tumor regions, with manual optimization of parameters including pixel size (optical density sum) and nucleus DAB optical density mean threshold to minimize false-positive detection. All other settings were left at default values. The percentage of marker-positive tumor cells was recorded for each sample.

### Bulk RNA-seq

WT and *Sox2* knockout (KO) tumors were dissected and immediately submerged in RNAlater (Thermo Fisher Scientific) at 4°C for 24 h, followed by storage at −80°C until library preparation. Total RNA was extracted using RNeasy Mini Kit (QIAGEN) according to the manufacturer’s protocol. One microgram of RNA per sample was subjected to ribosomal RNA (rRNA) depletion and library preparation using the Illumina Stranded Total RNA Prep with Ribo-Zero Plus kit, following the manufacturer’s instructions. Library concentration and size distribution were assessed using the Agilent 4200 TapeStation. Sequencing was performed by St. Jude Children’s Research Hospital, generating ∼50 million paired-end reads per sample.

### Gene expression analysis

Raw reads were trimmed with Trim Galore (v0.6.10) with the default parameters. FastQC (v0.12.1) was used for data quality assessment. Trimmed reads were quantified with Kallisto (v0.50.0) (55) using the GENCODE mouse transcriptome (GRCm38, release M23) with settings *--rf-stranded -b 100*. Transcript-level quantifications were imported into R (v4.3.2) and summarized to gene-level counts using the *tximport* package (v1.28.0) (56). Differential gene expression analysis was conducted using *DESeq2* (57), applying the Wald tests. Genes were filtered to retain those with ≥10 reads in at least two samples. Log_2_ fold changes (LFCs) were shrunk using the “apeglm” method to improve effect size estimation (58). DEGs were defined as those with |LFC| > 1 and adjusted *P* < 0.05 (Benjamini–Hochberg correction (59)). GSEA (60) was performed using *clusterProfiler* (v4.8.2) (61), testing against the MSigDB (Hallmark) (62), Gene Ontology (GO) (63, 64), Reactome (65), and KEGG (66) databases. Genes were ranked by shrunken LFC, and pathways with an adjusted *P* < 0.05 were considered statistically significantly enriched.

All sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE300412.

### Statistics and reproducibility

Data are presented as means ± SD or median (interquartile range, IQR) and represent a minimum of three independent experiments. Statistical parameters including statistical analysis, statistical significance, and *n*-values are described in the figure legends. Statistical analyses were carried out using Prism 10 Software (GraphPad). Statistical comparisons of two groups were performed using the two-sided unpaired *t* test, and comparisons of more than three groups were performed by one-way analysis of variance (ANOVA). Cumulative rates of survival were calculated by the Kaplan–Meier method and compared between groups by the log-rank test. A value of *P* < 0.05 was considered statistically significant. The presented data are a representative image of more than three biologically independent experiments.

## Supplementary Material

Reviewer comments

## Data Availability

The raw and processed RNA-sequencing data have been deposited to Gene Expression Omnibus (GSE300412). All the remaining data are available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

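Bulk RNA sequencing of 13 mouse tumors was analysed, 4 Sox2 WT and 2 Sox2 KO tumors of the oral mucosa and 4 Sox2 WT and 3 Sox2 KO tumors of the pancreas. The authors trimmed the reads with Trim Galore, quantified them with Kallisto on the transcripts of GENCODE M23 and summed them per gene with tximport, and they deposited the resulting estimated counts per gene without scaling for library size. Of the values, 27.3% are not whole numbers, and the totals, from 11735031 to 120482588 per tumor, differ by library. Of 56085 genes in the table, 55332 have values. Gene symbols, types and positions were taken from GENCODE M21 on GRCm38 by Ensembl identifier. Of the genes the paper names, 3 were not found, Adrm1b, Gm50478 and H2bc11, and Marchf4 and Tdpoz8 were found under the older symbols March4 and Gm4858. Sample conditions came from the sample labels, and the counts of Sox2 and of sex-linked genes were checked against them.

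The estimated counts were rounded and analysed in R 4.3.3. For each tissue, genes with at least 10 counts in at least 2 tumors were kept, and KO was compared with WT with edgeR 4.0.16 (TMM normalization, robust quasi-likelihood fit, Benjamini-Hochberg adjustment). Genes with an adjusted p under 0.05 and an absolute log2 fold change above 1 were called DEGs. Standard errors of edgeR fold changes are the absolute log2 fold change over the square root of the quasi-likelihood F statistic. The interaction of tissue and genotype was tested in 1 fit of all 13 tumors with the same filter and thresholds. DEGs shared between tissues were compared with chance by Fisher's exact test over the genes tested in both. Principal components and the variance explained by tissue and genotype used log2 CPM with a prior count of 2, centred and not scaled, with exact permutation of the labels, genotype labels being permuted within tissue. Folds against a genotype whose tumors all had 3 counts or fewer were computed against 3 counts of the tumor's total, without its TMM factor. The totals per tumor give the depth behind each value, and limits from it cover counting error only.

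Gene lists were tested with camera of limma 3.58.1 at a correlation of 0.01, adjusted over 40 comparisons, 20 lists in each tissue. The lists are the nuclear-encoded respiratory chain, nuclear-encoded ATP synthase, the tricarboxylic acid cycle, purine nucleotide biosynthesis, mitochondrially encoded mRNA, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, proteasome subunits, MYC-responsive genes, proliferation, basal keratinocyte, keratinocyte differentiation, and the cell types skeletal muscle, fibroblast, chondrocyte, endothelial, lymphocyte, myeloid, adipocyte and pancreatic acinar. They were written by hand before the data were examined. Sdha, Sdhb, Sdhc and Sdhd are in both the respiratory chain and the tricarboxylic acid cycle list, and no other gene is in more than 1 list. Reactome pathways of 15 to 500 genes that ship with fgsea 1.28.0 were tested on log2 fold changes from DESeq2 1.42.0 shrunken with apeglm 1.24.0. Gene ontology, Hallmark and KEGG sets, which the paper used, were not at hand and were left out.

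Named genes follow a rule set in advance. They are every gene the paper names in its transcriptomic results or labels in Fig 5, every gene of the Sox family, Sox2ot, the sex-linked genes Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, and in each tissue the 5 genes up and the 5 genes down with the smallest adjusted p among the DEGs whose KO tumors all lie on one side of all WT tumors. The share of each gene's 31-base sequences found in other genes was computed from the GENCODE M21 transcripts on the genome. A second method was run on 50 genes. For 50 of 50 it gave the same number of 31-base sequences, and at least the stored overlap with the gene that shares most. The share over all other genes was not recomputed.

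The alternatives tried were DESeq2's size factors in edgeR, no count filter, at least 10 counts in every sample, a fit without robust dispersions, tumor number as a block, DESeq2 with and without apeglm shrinkage, 1 fit of all 13 tumors, and leaving out each tumor in turn. For the components they were variance-stabilized counts and the 500 most variable genes. For the lists they were camera with an estimated correlation, fry and fgsea, and for Reactome a ranking by the Wald statistic. Protein-coding genes alone (with edgeR, with DESeq2 and apeglm, and with the stricter filter as well), counts thinned to the smallest library of the tissue and sex as a covariate were added after the data were seen. The comparisons were tested on simulated data with 200 changed genes per tissue, drawn from the more highly expressed genes. Of these, edgeR recovered 50.0% in the oral and 83.0% in the pancreatic design. All counts of DEGs were also computed for every other split of the tumors of a tissue into groups of the same sizes. Reads, tracks of coverage and the position of reads within genes are not in the deposited table, so that the deletion itself was left out. Results for 1 gene the paper names are not reported here.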

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

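The splits of the tumors for the total count of DEGs in each tissue, the comparison of respiratory chain with ribosomal protein genes in oral tumors, the muscle list and the distance of shared DEGs from Sox2 were set as tests in advance, and the other tests below were chosen only after the result was seen.

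Single WT tumors stood far from the other WT tumors of their tissue in 24 of 197 groups of 4, where about 9.85 would stand out by chance. In oral WT replicate 4 these were Klf4 (231 CPM), Psors1c2 (40.3 CPM), Ifit1bl1 (8.75 CPM), Sox2ot (4.60 CPM), Tdpoz8 (1.30 CPM) and Ano5 (0.530 CPM), all high, and Sox17 (0.819 CPM), low. In oral WT replicate 3 they were Hist1h2al (227 CPM), Hmga2 (12.7 CPM) and Sox14 (0.342 CPM), in oral WT replicate 2 Tead1 (83.9 CPM, low), and in oral WT replicate 1 Gm7887 (4.34 CPM). Among pancreatic tumors, mitochondrial genes took 10.0% of the counts of WT replicate 1, where Sox2 was low (27.5 CPM). WT replicate 2 stood out for Lor (38.8 CPM) and 2300002M23Rik (27.2 CPM), WT replicate 3 for Zfp935 (1.55 CPM), and WT replicate 4 for Gm3608 (144 CPM), Sox11 (43.2 CPM), Mecom (23.4 CPM), Sox10 (4.92 CPM) and Tex15 (3.16 CPM). No technical or biological explanation was tested for these.

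Oral WT replicate 1 also stood out for Tpm3 (247 CPM against 56.71 to 73.97 CPM in the other oral WT tumors) and for its neighbor Nup210l (2.24 CPM against 0.650 to 0.795 CPM). Nup210l was called up in the KO tumors of both tissues and Tpm3 in pancreatic tumors only. Of the reads of Tpm3 and Tpm3-rs7 together, Tpm3-rs7 held 33.6% in this tumor, and up to 78.3% in the other oral WT tumors. A candidate explanation is that this tumor carried 1 copy of an allele at the Tpm3 locus that the KO tumors carry, which predicts a level between those of WT and KO tumors for genes beside it. Nup210l, at 2.24 CPM, is 1 gene that already stood out in this tumor, and Tpm3 lay above its oral KO level of 177 to 220 CPM. The deposited counts hold no variant, so an allele and a biological difference of this single tumor cannot be told apart.

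Tpm3 rose by 2.62 on the log2 scale in pancreatic KO tumors, in a gene the paper does not discuss. Tpm3-rs7 fell in the same tumors, from 76.3% to 77.6% of the summed counts of both genes in WT to 0.141% to 0.210% in KO tumors. The sum changed by 0.50 in pancreatic tumors (log2), far less than either gene. In oral tumors it changed by -0.62, where Tpm3 alone changed by 0.84 and Tpm3-rs7 by -10.52. The pancreatic value is consistent with reads of 1 gene that are assigned to Tpm3-rs7 in WT and to Tpm3 in KO tumors, as a sequence variant in Tpm3 might cause. Of the 6 DEGs shared by both tissues besides Sox2, 3 lie on chromosome 3 (5830417I10Rik, Gm37652 and Nup210l), against 5.73% of the genes tested (Fisher's exact test, two-sided, p = 0.00329), which may reflect alleles of another strain on the chromosome that carries the floxed Sox2. Wider groups of genes gave less. Of the 14 genes tested that are labelled in Fig 5E and not also in Fig 5C or D, 2 lie there (p = 0.190), and of genes with an unadjusted p under 0.05 in both tissues, 7.73% of those with the same direction (p = 0.0488) and 6.86% of those with opposite directions do (p = 0.332, all by the same exact test). Within 20 Mb of Sox2 the number was 1 (Fisher's exact test, two-sided, p = 0.0542), too few to decide, so that alleles close to Sox2 and other effects cannot be told apart there. A change of expression that follows from Sox2 loss was not excluded for Nup210l.

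The effect of Sox2 loss differed between tissues for 3168 genes by the interaction term, and for 32 of the named genes, among them Krt4, Crisp1 and mt-Nd3. Tissue and Cre driver differ together in the design, and depth differs in opposite directions. With every library thinned to the smallest of its tissue, 2641 genes passed, and in a fit of protein-coding genes alone 791. Of the 3168 genes, 1575 were protein-coding and 660 TEC. Thinned counts gave 2060 DEGs in oral tumors, of which 1919 were among the original 2614, and 124 in pancreatic tumors, of which 120 were among the original 155, which argues against depth as the whole cause. The tissue difference itself stays among the open explanations.

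In oral KO tumors, 766 TEC genes were up, a class the paper does not discuss. Poor removal of ribosomal RNA in KO replicate 1 is argued against by KO replicate 2, in which the median TEC gene deviated by 1.2825 (log2) from the WT mean, against 1.03 in KO replicate 1. A set of WT tumors common to both comparisons is argued against by a median correlation of 0.511 (range 0.463 to 0.557 over 6 pairings) between the KO tumors' changes when each was compared with its own WT tumors. This correlation is across genes, which are not independent replicates. Reads from genomic DNA or unspliced RNA stay open as a candidate explanation. They predict a rise of genes silent in these tissues, and the summed olfactory receptor counts were 2.77-fold higher in oral KO than in WT tumors (601 and 1099 CPM against 242 to 355 CPM) and 1.06-fold in pancreatic tumors. Of the 15 splits of the 6 oral tumors, 1, the real one, gave as many DEGs (2614, others at most 2). With 15 splits that share cannot fall under 0.05, so the number of splits alone does not decide, although the real split stands far from the others. WT tumors compared with each other in separate pairs gave correlations of at most 0.0515. A biological rise of non-coding transcripts was not tested apart from these.

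In pancreatic KO tumors, 56 processed pseudogenes were up, which the paper does not discuss. Of all 83 genes up, 74.7% shared at least 50.0% of their 31-base sequences with other genes, against 8.48% of those tested, but processed pseudogenes share sequence by nature, and of the 14 protein-coding genes up 3 did (Fisher's exact test, two-sided, p = 0.110). Among processed pseudogenes alone, 98.2% of those up did, against 60.0% of the others tested (p = 3.88e-11 by the same exact test), whereas in oral tumors the share was 47.5% of those up against 66.3% of the others. Reads that belong to other genes, as would follow from sequence variants between the mice, are a candidate explanation for the processed pseudogenes up, and the protein-coding genes up stay open. Over the 35 splits of the 7 tumors, 1, the real one, gave as many DEGs (155, others at most 5), and the same number, 1, held for genes up and for genes down taken apart, so that a random grouping is argued against.

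Sox2ot was higher in KO tumors, by 3.33 in pancreatic and 3.00 in oral tumors (log2), the latter 1.2805 without oral KO replicate 1. Shared sequence is argued against, since 5.44% of its 31-base sequences occur in another gene. Of the 18 other genes tested within 1 Mb of Sox2 in pancreatic tumors, 0 were called and 1 had an unadjusted p under 0.05. In oral tumors 2 of 14 were called, Gm3143 and Gm43668, named after their values were seen, and 7 had an unadjusted p under 0.05. An allele of another strain and an effect of the Sox2 deletion on the transcript around it therefore cannot be told apart with so few genes. Both the deletion and any linked allele follow the genotype.

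The skeletal muscle list rose by a median of 3.99 (log2) in oral KO tumors, by 7.73 without WT replicate 4 and by 3.403 without KO replicate 1. All 20 of its genes had enough counts to test there and all 20 were higher, and 2 of them, Myh4 and Pvalb, are labelled in Fig 5C. The abundant genes Ttn and Acta1 were at 4688 and 262 CPM in KO replicate 1, 2759 and 105 CPM in KO replicate 2 and 342.6 and 34.7 CPM in WT replicate 4. The count of 20 higher members is consistent with muscle tissue in the dissected KO tumors, and to a lesser degree in WT replicate 4. A change in the tumor cells was not separated from this.

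The keratinocyte differentiation list fell by a median of -2.23 (log2) in pancreatic KO tumors, which the paper does not report. It holds Lor, labelled in Fig 5, and all 25 genes had enough counts to test. With every library thinned to the smallest, the median was -2.23, which argues against depth. A smaller share of squamous tumor cells would lower basal keratinocyte genes too, and their median was 0.13, with 12 members up and 7 down. It lay between -0.052 without WT replicate 1 and 0.24 without KO replicate 3. By tumor, basal genes lay at 0.33 and 0.28 in KO replicates 1 and 2. They lay at -0.30 in KO replicate 3, where the differentiation list fell most, to -3.36. The fibroblast, chondrocyte and endothelial lists had medians of 0.92, 1.21 and 0.54, as a smaller share would also give. A smaller share was therefore not excluded. Over the 35 splits of the 7 tumors, 1, the real one, gave a median as far from 0, and the others lay between -1.55 and 1.83. The difference from oral tumors was -2.25 (adjusted p = 3.83e-08 by camera and 0.0386 by fry). As a hypothesis, less differentiated tumor cells in these pancreatic KO tumors remain, and sites of dissection, strain and the mice used were not tested.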

How the results depend on the processing

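The alternatives of fitting protein-coding genes alone, with edgeR or with DESeq2, of thinning the counts and of sex as a covariate were chosen after the data were seen, and the others before the data were examined. Sox2 stayed down past the threshold in both tissues under every alternative that kept it and every fit that left out 1 tumor, of those with a test, and requiring 10 counts in every sample removed it. DESeq2's size factors (1872 up and 735 down in oral tumors, 78 up and 65 down in pancreatic tumors and 4 up and 3 down in both), the fit without robust dispersions (1979 up and 635 down in oral tumors, 81 up and 75 down in pancreatic tumors and 4 up and 2 down in both) and thinning (1593 up and 467 down in oral tumors, 71 up and 53 down in pancreatic tumors and 5 up and 2 down in both) kept every count of DEGs within 1.5 times the reported count.

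Without a count filter, DEGs numbered 1769 up and 997 down in oral tumors, 119 up and 120 down in pancreatic tumors and 6 up and 5 down in both. With at least 10 counts in every sample they numbered 1851 up and 404 down in oral tumors, 35 up and 40 down in pancreatic tumors and 3 up and 0 down in both, and fewer genes were tested. DESeq2 called 2606 up and 1399 down in oral tumors, 394 up and 717 down in pancreatic tumors and 32 up and 27 down in both without shrinkage, and 2514 up and 1000 down in oral tumors, 334 up and 556 down in pancreatic tumors and 24 up and 19 down in both with apeglm. In 1 fit of all 13 tumors the counts were 3590 up and 1492 down in oral tumors, 55 up and 37 down in pancreatic tumors and 4 up and 4 down in both. Protein-coding genes alone gave 19 up and 8 down in oral tumors, 3 up and 7 down in pancreatic tumors and 0 up and 2 down in both, and 791 genes for the interaction of tissue and genotype. With DESeq2 and apeglm they gave 756 up and 294 down in oral tumors, 135 up and 376 down in pancreatic tumors and 7 up and 9 down in both, and with at least 10 counts in every sample as well, 627 up and 220 down in oral tumors, 109 up and 329 down in pancreatic tumors and 4 up and 5 down in both. Sex as a covariate gave 1513 up and 577 down in oral tumors, 39 up and 21 down in pancreatic tumors and 3 up and 3 down in both. For these alternatives, apart from the stricter filter, the cause was not tested. The interaction of tissue and genotype stayed within 1.5 times 3168 under DESeq2's size factors, without a count filter, with at least 10 counts in every sample, without robust dispersions and with thinned counts, and was not computed under DESeq2, the replicate block or sex as a covariate.

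The replicate numbers do not pair the tumors. After each genotype's mean was removed, tumors of equal number correlated at -0.10 and -0.059 in oral and at 0.33, -0.029 and -0.069 in pancreatic tumors. With the replicate block the counts were 43 up and 22 down in oral tumors, 189 up and 401 down in pancreatic tumors and 0 up and 2 down in both, and the pancreatic ATP synthase genes, at -0.22, no longer passed the threshold. The sign turned for 2300002M23Rik at 0.086, Krt14 at -0.011, Mecom at -0.14, Psors1c2 at 2.13, Sox1 at 1.49 and Tead3 at 0.074 in oral tumors, and Aqp7 at 0.014, Gm13212 at 0.53 and Sox13 at -0.036 in pancreatic tumors, and among the lists for the pancreatic acinar genes at -0.94 and the proteasome subunits at 0.036 in pancreatic tumors. The direction that camera gave the tricarboxylic acid cycle there turned too, at a median of 0.093.

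PC1 held 40.2% of the variance with variance-stabilized counts, 57.1% with the 500 most variable genes and 44.1% with protein-coding genes alone, against 38.1% as reported. The cause was not tested.

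The sign of some other named genes turned under an alternative. Without a count filter, it turned for Ddx3y at -0.10, Eif2s3y at -0.0062, Krt14 at -0.019 and Nutm1 at -0.052 in oral tumors, and Aqp7 at 0.0054, Rnu12 at 0.0012 and Sox15 at 0.0047 in pancreatic tumors. With 10 counts in every sample, it turned for Sox18 at 0.072 and Tead3 at 0.049 in oral tumors. Under DESeq2's size factors, it turned for Ddx3y at -0.028 and Nutm1 at -0.0080 in oral tumors. With DESeq2 unshrunken, it turned for Ddx3y at -0.015 and Nutm1 at -0.0069 in oral tumors. With apeglm, it turned for Nutm1 at -0.0050 in oral tumors. In 1 fit of all tumors, it turned for Ddx3y at -0.086, Krt14 at -0.0053 and Nutm1 at -0.040 in oral tumors. With protein-coding genes alone, it turned for Psors1c2 at 0.057, Sox1 at 0.055, Sox13 at 0.029, Sox17 at 0.073, Sox18 at 0.16 and Tead3 at 0.13 in oral tumors. With protein-coding genes and apeglm, it turned for Sox13 at 7.78e-04, Sox17 at 0.015, Sox18 at 0.042 and Tead3 at 0.076 in oral tumors. With protein-coding genes, apeglm and the stricter filter, it turned for Sox13 at 0.012, Sox17 at 0.024, Sox18 at 0.048, Sox6 at 0.0021 and Tead3 at 0.097 in oral tumors. With thinned counts, it turned for Aqp7 at 0.066 in pancreatic tumors. With sex as a covariate, it turned for Eif2s3y at -0.056, Sox1 at 1.04 and Sox7 at -0.074 in oral tumors, and Kdm5d at 0.28, Krt14 at -0.021 and Xist at -0.40 in pancreatic tumors. The cause was not tested.

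Among the gene lists, the sign in oral tumors turned for adipocyte genes with 10 counts in every sample (-0.19) and for endothelial genes with protein-coding genes alone (0.068). Camera's direction, which can part from the sign of the median, turned for pancreatic acinar genes in oral tumors without a count filter (median -0.89) and in 1 fit of all tumors (-0.37), for lymphocyte genes in oral tumors with protein-coding genes alone (-0.21) and under fry (-0.38), for the tricarboxylic acid cycle in pancreatic tumors without a count filter (0.065), and for skeletal muscle genes in pancreatic tumors under fgsea (NES 1.02). Neither fry nor an estimated correlation changes a median, and under either the calls were lost of the respiratory chain (-0.87), the tricarboxylic acid cycle (-0.69), ATP synthase (-0.82) and purine nucleotide biosynthesis (-0.64) in oral tumors and of the respiratory chain (-0.22) and ATP synthase (-0.21) in pancreatic tumors. Under fgsea the ATP synthase list (NES -1.49) and the mitochondrially encoded mRNA list (NES -1.53) lost their calls in pancreatic tumors. With protein-coding genes alone, the proliferation (-0.40) and fibroblast (-0.039) lists lost their calls in oral tumors. There the mitochondrially encoded mRNA (0.43) and keratinocyte differentiation (0.61) lists gained a call. Ranking by the DESeq2 Wald statistic gave 53 Reactome pathways up and 76 down in pancreatic tumors. The cause was not tested.

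Leaving out 1 tumor at a time gave 19 to 1877 genes up and 17 to 739 down in oral tumors across 4 fits, lowest without WT replicate 2 and highest without WT replicate 4, 25 to 100 up and 14 to 169 down in pancreatic tumors across 7 fits, 0 to 4 up in both, and 1510 to 4162 genes for the interaction. It gave 37.8% to 40.5% of variance on PC1 and a log2 fold change of Sox2 in oral tumors of -11.98 to -8.47. For Reactome it gave 5 to 12 pathways up in oral and 6 to 28 up and 4 to 16 down in pancreatic tumors, and a NES of respiratory electron transport of -2.28 to -1.96 in oral and -2.03 to -1.36 in pancreatic tumors, lowest without KO replicate 1 and highest without KO replicate 2. Fewer samples are part of these fits, and the oral fits without a KO tumor have no test.

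The log2 fold changes whose sign turned in such a fit ranged, in oral tumors, as follows: 2300002M23Rik -0.59 to 0.055, Col28a1 -3.62 to 0.77, Ddx3y -6.78 to 1.04, Eif2s3y -13.31 to 1.14, Gm24447 -0.36 to 1.29, Hmga2 -0.73 to 3.41, Kdm5d -2.47 to 1.39, Klf4 -1.33 to 1.11, Krt14 -0.68 to 0.60, Marchf4 -1.19 to 1.45, Mecom -0.89 to 0.83, Nutm1 -0.29 to 0.30, Psors1c2 -1.96 to 2.35, Sox1 -0.67 to 0.40, Sox10 -5.19 to 0.59, Sox11 -0.99 to 1.54, Sox13 -1.38 to 0.52, Sox15 -2.28 to 0.28, Sox17 -0.28 to 0.059, Sox18 -0.85 to 0.53, Sox6 -0.61 to 0.15, Sox7 -1.34 to 0.86, Sox8 -2.09 to 1.82, Tead3 -0.40 to 0.24, Trp63 -0.87 to 0.0011, Ttc6 -6.78 to 1.85, Uty -3.24 to 2.14 and Xist -9.16 to 2.43. In pancreatic tumors they ranged as follows: Aqp7 -0.77 to 0.26, Gm13212 -0.86 to 0.082, Gm6166 -0.34 to 0.78, Kdm5d -3.76 to 0.31, Klf5 -0.21 to 0.029, Krt14 -0.19 to 0.20, Rnu12 -0.48 to 0.16, Sox10 -1.198 to 2.37, Sox12 -0.094 to 0.63, Sox13 -0.35 to 0.22, Sox15 -0.21 to 0.22, Sox4 -0.18 to 0.52 and Yap1 -0.051 to 0.13. The fits without an oral KO tumor are included. The medians of lists whose sign turned ranged in oral tumors for adipocyte -0.37 to 0.66, endothelial -0.23 to 0.15, keratinocyte differentiation -1.09 to 1.34, lymphocyte -0.14 to 0.35 and pancreatic acinar -1.73 to 0.36, and in pancreatic tumors for adipocyte -0.51 to 0.23, basal keratinocyte -0.052 to 0.24, mitochondrial ribosomal proteins -0.13 to 0.037, myeloid -0.51 to 0.18, pancreatic acinar -3.12 to 4.87, proliferation -0.12 to 0.12, proteasome subunits -0.077 to 0.036, purine nucleotide biosynthesis -0.052 to 0.14, skeletal muscle -0.55 to 0.039 and tricarboxylic acid cycle -0.044 to 0.089. The ATP synthase list, at -0.29 to -0.13 in pancreatic tumors, kept its sign but not its call in every fit. The range of the acinar list in pancreatic tumors turns on KO replicate 3, without which its median was -3.12. Sox11 in pancreatic tumors, whose sign did not turn, gained a call without WT replicate 4.

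Of the named genes, each counted once per tissue, 5 lost and 3 gained a call without a count filter, 33 lost and 9 gained a call with the replicate block, 11 lost and 8 gained a call in 1 fit of all tumors, 0 lost and 24 gained a call with DESeq2 and apeglm, 38 lost and 0 gained a call with protein-coding genes alone, 12 lost and 4 gained a call with sex as a covariate and 6 lost and 1 gained a call with thinned counts. Depth limits the genes with few counts, since at the depth of oral KO replicate 1 a count of 3 is 0.256 CPM. With the same number of tumors the simulated oral comparison recovered 100 of 200 changed genes. These were drawn from more highly expressed genes, so recovery among genes with few counts was not tested.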

Differences from the paper's values

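The settings with protein-coding genes alone, like any tests on them, were chosen only after the result was seen, and all others were set before the data were examined.

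In oral tumors, 1968 genes were up-regulated against the paper's 407. None of the alternatives set before the data were examined closed the gap. They gave 1769 to 3590 genes, apart from 43 with tumor number as a block, and the fits that left out 1 tumor gave 19 to 1877. DESeq2 with apeglm, as in the paper's methods, gave 2514. Protein-coding genes alone with at least 10 counts in every sample, DESeq2 and apeglm, chosen after seeing the values, came nearest, at 627, and did not close it, and edgeR on protein-coding genes alone, chosen after seeing the values as well, gave 19.

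In pancreatic tumors, 72 genes were down-regulated against the paper's 346. With tumor number as a block the count was 401, and none of the other alternatives set before the data were examined closed the gap, DESeq2 with apeglm giving 556. Protein-coding genes alone with DESeq2 and apeglm gave 376, and with at least 10 counts in every sample as well 329, both chosen after seeing the values.

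In both tissues, 3 genes were down-regulated against the paper's 13. With DESeq2 and apeglm the count was 19, and none of the other alternatives set before the data were examined closed the gap. Protein-coding genes alone with DESeq2 and apeglm, chosen after seeing the values, gave 9.

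The log2 fold change of Thbs4 in pancreatic tumors was 3.26, against the paper's value of about 2.1 in Fig. 5E, read by eye. With apeglm it was 2.14, with tumor number as a block 2.70, without pancreatic KO replicate 2 1.73 and without WT replicate 2 2.88, and these lay within their standard error of the paper's value. Without a count filter (3.28) and without WT replicate 1 (3.31) or WT replicate 4 (3.32) the value came no nearer, and the gap was within the standard error only because that was larger. It was not with DESeq2's size factors, the fit without robust dispersions, DESeq2 without shrinkage, 1 fit of all tumors and the other tumors left out. Protein-coding genes alone with DESeq2 and apeglm, chosen after seeing the values, gave 2.06.

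The paper gives about 50 M reads per sample, and the estimated counts on genes had medians of 16.1 M in oral KO and 109.6 M in pancreatic KO tumors. Counts on genes are not reads sequenced and can fall short of them, as in oral KO tumors. They cannot outnumber the reads they come from, and each pancreatic KO tumor, at 89.6 M to 120.5 M, lay above the paper's figure. No alternative bears on this difference.

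Of the 16 genes of Fig. 5E that were found, 4 were called in both tissues here, and DESeq2 with apeglm called 14. The paper states that no candidate partner changed in either tissue, whereas Tead2 was called down in oral tumors (log2 fold change -1.18, adjusted p = 0.0242). Its call was lost with tumor number as a block, in 1 fit of all tumors and without oral WT replicate 1 or 2. Sox4 was called down in oral tumors (-1.53, adjusted p = 0.0371), a fall the paper, which looked for genes of the family that rise, does not mention. The paper reports no Sox gene that rises, and Sox11 was called up in pancreatic tumors in the fit without WT replicate 4 (1.94, adjusted p = 0.0196) and with tumor number as a block. Krt5 was not called, but was called down in oral tumors without a count filter, with DESeq2 without shrinkage and in 1 fit of all tumors. The paper reports purine nucleoside triphosphate biosynthesis as lower in both tissues, and the purine list had a median log2 fold change of -0.64 in oral but 0.04 in pancreatic tumors. That list was written by hand and is not the paper's gene set, so the 2 values are not alike. It holds no gene of the respiratory chain or ATP synthase lists, whose pancreatic medians were -0.22 and -0.21.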

Other observations

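The comparison of respiratory chain with cytosolic ribosomal protein genes in oral tumors was set as a test in advance, and the other tests here were chosen only after the result was seen.

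The fall of respiratory chain genes in oral KO tumors, a median of -0.87 (log2), was matched by cytosolic ribosomal protein genes, at -0.89. Of 10000 lists of genes matched to it in transcript length and expression, 6.42% had a median as low. Both values are consistent with a general fall of short, abundant transcripts in the oral KO tumors, so the oral fall is not shown to be specific to respiration. Mitochondrial ribosomal protein genes had an oral median of -0.73, and 0.08% of their matched lists were as low. A trend with length and expression does not explain that fall. For the other matched oral lists that fell, the share ran from 5.29% to 30.83%. In pancreatic tumors the fall of respiratory chain genes was smaller, at -0.22, and it was -0.14 without KO replicate 2 and -0.31 without KO replicate 1. There, mitochondrial ribosomal protein genes had a median of -0.06 (0.04 and -0.13 in the same 2 fits), and 43.04% of their matched lists were as low. Of the lists matched to the respiratory chain genes, 1.95% were as low, which argues against such a trend as the whole cause. For ATP synthase genes the share was 11.09%. Cytosolic ribosomal protein genes fell too, at -0.36, and 0.01% of their matched lists were as low. Over the 35 splits of the 7 pancreatic tumors, 1, the real one, gave a median as far from 0 for the respiratory chain, and the others lay between -0.20 and 0.21. A modest fall with Sox2 loss in pancreatic tumors stays a hypothesis.

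The number of gene lists past camera's threshold in pancreatic tumors, 8, is no more than other groupings of the same tumors give. In 24 of the 35 splits as many lists passed, with a median of 8.5 in the other splits. In oral tumors the real split gave 12 lists, and the others had a median of 11 and at most 14. For Reactome pathways, 2 of the 35 splits gave as many as the 24 of the real split, itself included. The other, WT replicates 1, 2 and 3 against WT replicate 4 and the KO tumors, gave 41. It keeps the KO tumors together, so it is not free of the genotype contrast. With WT replicate 1, 2 or 3 in place of WT replicate 4, such splits gave 2, 0 and 0. Splits that part the KO tumors gave at most 13. Whether a random grouping could give a pathway count of 24 is therefore not decided by these splits.

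Among the cell type lists, fibroblast genes had medians of -0.23 in oral (camera, adjusted p = 0.0211) and 0.92 in pancreatic tumors (adjusted p = 2.98e-06), chondrocyte genes of -0.996 (adjusted p = 0.0952) and 1.21 (adjusted p = 4.74e-04), endothelial genes of -0.13 (adjusted p = 0.728) and 0.54 (adjusted p = 0.00106), myeloid genes of -1.18 (adjusted p = 7.50e-04) and -0.11 (adjusted p = 0.317), lymphocyte genes of -0.38 (adjusted p = 0.782) and 0.54 (adjusted p = 0.279), and adipocyte genes of 0.01 (adjusted p = 0.349) and 0.09 (adjusted p = 0.604). The chondrocyte list holds Hapln1, Epyc and Col10a1 and the adipocyte list Aqp7, which the paper labels. Single tumors moved several of these. Without pancreatic KO replicate 2, the pancreatic medians were 0.61 for fibroblast, 0.50 for chondrocyte and -0.51 for myeloid genes, the last then past the threshold (adjusted p = 8.81e-04), and -0.51 for adipocyte genes. The chondrocyte one was 1.87 without WT replicate 4, the myeloid one 0.18 without KO replicate 1, and the lymphocyte one 0.90 without WT replicate 2 and 0.31 without WT replicate 3. In oral tumors, the fibroblast median was -0.15 and no longer past the threshold without WT replicate 2 (adjusted p = 0.0683), -0.35 without WT replicate 4 and -0.52 without KO replicate 2. With protein-coding genes fitted alone it was -0.039 and not past the threshold (adjusted p = 0.0943). The chondrocyte list passed the threshold without WT replicate 1 (-0.81, adjusted p = 0.0270) and without WT replicate 2 (-1.1003, adjusted p = 0.0324), and was at -1.63 without KO replicate 2. The endothelial median was 0.15 without WT replicate 1, the lymphocyte one 0.35 without WT replicate 3 and the adipocyte one 0.66 without WT replicate 1 and -0.37 without KO replicate 1. With genes at 3 counts or fewer in 1 genotype set to their bound, no list's median changed.

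Pancreatic acinar genes had a median of 4.27 in pancreatic tumors (adjusted p = 0.280), with 15 of 20 expressed highly enough to test, and of -0.22 in oral tumors (adjusted p = 0.937). The rise came from KO replicate 3, where the median acinar gene was at 17.3 CPM, Ctrb1 at 138 CPM, Try5 at 30.2 CPM and Prss2 at 22.5 CPM, and without that tumor the median was -3.12 and past the threshold (adjusted p = 3.61e-05). Without KO replicate 1 (4.87, adjusted p = 0.0149) or KO replicate 2 (4.86, adjusted p = 0.00334) the rise passed it. In the other pancreatic tumors the median was at most 0.508 CPM, although Ctrb1 reached 9.31 CPM in WT replicate 2. This is consistent with pancreas tissue in the dissected KO replicate 3, at 17.3 CPM.

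Around Sox2, DEGs of all gene types together were more frequent than elsewhere. Within 20 Mb, 8 of 251 genes were DEGs in pancreatic tumors against 147 of 24402 further away (two-sided Fisher's exact test, p = 1.96e-04), and 6 of 249 without Sox2 and Sox2ot (p = 0.0047). In oral tumors the numbers were 40 of 207 against 2574 of 22135 (two-sided Fisher's exact test, p = 0.00147). For protein-coding genes alone the difference did not pass 0.05, with 2 of 114 in pancreatic against 0.466% of those further away (two-sided Fisher's exact test, p = 0.102) and 4 of 110 in oral tumors against 6.46% (p = 0.326), the oral share being lower near Sox2, at 3.64%.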
